# The different natural estrogens promote endothelial healing through distinct cell targets

**DOI:** 10.1172/jci.insight.161284

**Published:** 2023-02-02

**Authors:** Morgane Davezac, Rana Zahreddine, Melissa Buscato, Natalia F. Smirnova, Chanaelle Febrissy, Henrik Laurell, Silveric Gilardi-Bresson, Marine Adlanmerini, Philippe Liere, Gilles Flouriot, Rachida Guennoun, Muriel Laffargue, Jean-Michel Foidart, Françoise Lenfant, Jean-François Arnal, Raphaël Métivier, Coralie Fontaine

**Keywords:** Endocrinology, Vascular Biology, Cardiovascular disease, Endothelial cells, Sex hormones

## Abstract

The main estrogen, 17β-estradiol (E2), exerts several beneficial vascular actions through estrogen receptor α (ERα) in endothelial cells. However, the impact of other natural estrogens such as estriol (E3) and estetrol (E4) on arteries remains poorly described. In the present study, we report the effects of E3 and E4 on endothelial healing after carotid artery injuries in vivo. After endovascular injury, which preserves smooth muscle cells (SMCs), E2, E3, and E4 equally stimulated reendothelialization. By contrast, only E2 and E3 accelerated endothelial healing after perivascular injury that destroys both endothelial cells and SMCs, suggesting an important role of this latter cell type in E4’s action, which was confirmed using Cre/lox mice inactivating ERα in SMCs. In addition, E4 mediated its effects independently of ERα membrane-initiated signaling, in contrast with E2. Consistently, RNA sequencing analysis revealed that transcriptomic and cellular signatures in response to E4 profoundly differed from those of E2. Thus, whereas acceleration of endothelial healing by estrogens had been viewed as entirely dependent on endothelial ERα, these results highlight the very specific pharmacological profile of the natural estrogen E4, revealing the importance of dialogue between SMCs and endothelial cells in its arterial protection.

## Introduction

A large body of evidence indicates that the main endogenous estrogen, 17β-estradiol (E2), exerts beneficial effects on the endothelium (1). In particular, E2 accelerates carotid artery endothelial healing after either endovascular or perivascular injuries (2). The capacity of the endothelium to regenerate following injury is essential to ensure its role as a semipermeable barrier, and thus to prevent various vascular diseases, including atherosclerosis, restenosis, and thrombus formation (3). This beneficial effect of E2 relies on the activation of estrogen receptor α (ERα) in both endothelial and hematopoietic cells (4). As a member of the nuclear receptor superfamily, ERα is primarily considered a ligand-regulated transcription factor but besides its genomic action, a pool of ERα also localizes at the plasma membrane and mediates rapid signaling through interaction with other proteins such as endothelial nitric oxide synthase (eNOS), SRC, or several other kinases (5). Combinations of several transgenic mouse models with pharmacological tools demonstrated the pivotal role of nongenomic effects of ERα in E2-induced endothelial healing (6–9). In particular, we previously highlighted the loss of E2-mediated protection against endothelial injury in the *C451A-ERα* mouse model in which ERα is unable to localize to the plasma membrane due to a point mutation of its palmitoylation site (6). More recently, we also demonstrated the crucial role of arginine 264 of ERα, involved in PI3K and G protein interaction, in mediating this E2 effect (7).

In addition to E2, which is mainly produced by the ovaries in premenopausal women, 2 other natural estrogens, estriol (E3) and estetrol (E4) are produced during pregnancy by the placenta and the fetal liver, respectively. E3 is used to reduce genitourinary symptoms in postmenopausal women (10), and E4 was recently approved by the Food and Drug Administration and the European Medicines Agency for oral contraception and is in a phase III clinical trial for the hormone treatment of menopause (11–14). Indeed, E4 induces fewer effects on liver-derived coagulation factors than classic estrogens, and thereby could not increase the risk of venous thromboembolism (15, 16). All 3 estrogens display distinct ERα activation profiles due to differential receptor affinities, metabolism (half-life), and subfunction activation (17). Even though both E3 and E4 are commercialized for therapeutic purposes, their effects on arteries remain largely undescribed compared with E2. In 2014, we reported that E2, but not E4, was able to accelerate reendothelialization after perivascular injury of the carotid artery and that E4 was unexpectedly able to inhibit this effect (17). Along with other experiments, we concluded that despite similarities in nuclear ERα’s actions, E4 not only fails to elicit, but is even able to antagonize the membrane-initiated effects of ERα mediated by E2 (5, 17). As endothelial injury and increased endothelial turnover are key events in arterial areas prone to atheroma (18–20), lack of endothelial healing capacity could represent a disadvantage of E4 compared with E2, or even a deleterious effect in an organism with endogenous E2. Altogether, these data prompt clarification of the role of E4 in endothelial injury in a different model and exploration for the first time of the still-unknown impact of E3 in this process. To this aim, we used 2 different models of carotid artery injury to compare the involvement of each cell type (i.e., endothelial cells versus smooth muscle cells, SMCs) in response to each ligand: (a) the perivascular model induced by an electrical injury, in which both the endothelium and media are destroyed, to confirm the previous results of E2 and E4 and to evaluate the effect of E3; and (b) the endovascular model, consisting of an intraluminal injury where the endothelium is removed while SMCs are preserved. This latter endovascular model better reflects an endothelial injury induced by smoking, hyperglycemia, or hypertension, all of which lead to vascular diseases.

We found that E3, similar to E2, accelerated endothelial healing in both models. In agreement with our previous study (17), E4 did not accelerate reendothelialization in the perivascular injury model. However, surprisingly, E4 accelerated endothelial healing in the endovascular injury model. We then used a combination of transgenic mouse models harboring ERα proteins mutated for specific subfunctions or with tissue-specific deletion of ERα to assess the mechanisms underlying the particular action of E4.

## Results

### E4 accelerates endothelial healing after endovascular but not perivascular injury of the carotid artery.

First, to compare the effects of E2, E3, and E4 (Figure 1A) on endothelial healing, we adjusted E3 and E4 concentrations in homemade pellets to achieve estrogenic impregnation similar to that of E2, taking into account the difference in ERα affinity between estrogenic compounds (17) and using the uterotrophic effect of estrogens as an endogenous bioassay of estrogen activity. As expected, control ovariectomized mice (vehicle treated) displayed an atrophied uterus, while E2, E3, and E4 induced similar increases in uterine weight (Figure 1B). Moreover, similar vaginal impregnation (Figure 1C) and thymic atrophy (Figure 1D) were observed across treatments, supporting altogether a comparable estrogenic action of the 3 ligands under these experimental conditions. Estrogen plasma concentrations were measured by gas chromatography–tandem mass spectrometry. Importantly, no interconversion between these 3 estrogens was detected across the samples (Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.161284DS1).

We evaluated endothelial healing by Evans blue staining after endovascular injury of the carotid artery in ovariectomized mice treated with E2, E3, or E4, a model in which SMCs are totally preserved (Figure 1E) as previously described (2). As expected, estrogenic impregnation with E2 promoted endothelial healing since quantification of reendothelialized areas showed 30% endothelial regeneration in vehicle-treated mice compared with day 0 and approximately 80% in E2-treated mice (Figure 1F). Both E3 and E4 treatments also increased endothelial healing, but no statistically significant differences in reendothelialization rates were observed between the E2-, E3-, and E4-treated groups (Figure 1, E and F). E4’s effect on endothelial healing was confirmed using VE-cadherin staining (Supplemental Figure 1). This beneficial effect of E4 contrasts at first glance with our previous work reporting the failure of E4 to promote reendothelialization after perivascular injury (17). However, in contrast to the endovascular model, the perivascular injury induces a complete decellularization of the arterial wall, including both endothelial cells and the underlying SMCs. We confirmed here that E4 is not able to accelerate endothelial healing in this perivascular model (Figure 2, A and B). In addition, we show that E3, like E2, promoted endothelial healing in this perivascular model, in striking contrast to E4. Importantly, coadministration of E4 with either E2 or E3 abrogated the accelerative effect of these 2 estrogens on endothelial regeneration (Figure 2, A and B). Altogether, these results demonstrate that the 3 endogenous estrogens, E2, E3, and E4, are able to accelerate endothelial healing in the mouse carotid artery, but the presence of underlying SMCs is specifically required for E4 to mediate this vascular action.

### ERα in SMCs is required to accelerate endothelial healing in response to E4, independently of membrane-initiated signaling.

In order to assess the mechanism underlying the particular action of E4 and to directly evaluate the role of ERα in SMCs, we used a mouse model selectively invalidated for ERα in SMCs using the inducible Cre-ER^T2^ fusion gene system under the control of the α-smooth muscle actin (α-SMA) promoter (*αSMACreER*^T2^+*ERα^lox/lox^* mice) (21). We confirmed the efficiency and specificity of ERα deletion in SMCs from the aorta and the uterus of *αSMACreER^T2^*+*ERα^lox/lox^* compared with control littermate *αSMACreER^T2^*–*ERα^lox/lox^* mice (Supplemental Figure 2). Estrogen receptor 1 (*Esr1*) gene expression was reduced by 93% in the isolated media from the aorta of *αSMACreER^T2^+ERα^lox/lox^* mice, whereas no change was observed in the adventitia (Supplemental Figure 2, A and B). Similarly, we confirmed the specific deletion of ERα in SMCs in another tissue, as ERα staining revealed specific deletion of ERα in the myometrium of the uterus from *αSMACreER^T2^+ERα^lox/lox^* mice (Supplemental Figure 2C). As we used an inducible model, we additionally confirmed that tamoxifen injections did not alter reendothelialization rates after endovascular injuries in vehicle- and E4-treated wild-type (WT) mice (Supplemental Figure 3).

We next evaluated endothelial healing in *αSMACreER^T2^*–*ERα^lox/lox^* and *αSMACreER^T2^+ERα^lox/lox^* ovariectomized female mice supplemented or not with E4 (Figure 3A). In these mice, E4 treatment led to a similar uterine impregnation in both genotypes (Supplemental Table 2). As expected, E4 promoted reendothelialization after endovascular injury of the carotid artery in littermate control mice (40% of reendothelialization in vehicle-treated mice as compared with 80% in E4-treated mice) (Figure 3B). This accelerative effect was completely abrogated in *αSMACreER*^T2^+*ERα*^lox/lox^ mice (Figure 3B), demonstrating that ERα in SMCs is required to promote E4’s effect on endothelial healing. Altogether, unlike what we have shown for E2 (22) and E3 (Figure 3C), SMCs appear to be the main target cells for the accelerative effect of E4 on endothelial healing.

### Despite its antagonistic effect on membrane ERα signaling, E4 accelerates endothelial healing in the presence of exogenous and endogenous estrogens.

Since membrane ERα mediates the acceleration of reendothelialization in response to E2 (6, 22), we then decided to evaluate the role of this pathway in response to E4. To this end, we used 2 different mouse models targeting ERα membrane-initiated signaling, in which acceleration of endothelial regeneration in response to E2 was shown to be abrogated (7, 22). In *C451A-ER*α mice, ERα does not localize to the plasma membrane due to the point mutation of its palmitoylation site, leading to the loss of global membrane-initiated ER signaling. In this model, endothelial regeneration was approximately 20% in the vehicle-treated group, and E4 increased reendothelialization to 60% independently of genotype (Figure 4A), demonstrating that E4 promotes endothelial healing independently of membrane ERα. We extended this result using a second mouse model, i.e., *R264A-ER*α mice, targeting the second major amino acid involved in membrane ERα signaling (7). Similarly, we found no difference in reendothelialization rates between control and *R264A-ER*α female mice following E4 treatment (Figure 4B). In these 2 mouse models, uterine impregnation in response to E4 was similar in all genotypes (Supplemental Table 2). In addition, we used an immortalized human aortic endothelial cell line (TeloHAEC) to directly evaluate membrane ERα signaling in response to E2, E3, and E4 in endothelial cells. Since TeloHAECs (like other immortalized endothelial cell types) have no detectable ERα expression, we generated stably transduced TeloHAECs expressing full-length ERα (ERα-TeloHAECs) (Supplemental Figure 4, A–C). To evaluate membrane ERα signaling in these cells, we measured ERα interaction with the tyrosine kinase SRC using the proximity ligation assay (PLA) technique. Interaction of ERα with SRC is indicated by the presence of red dots in the cytoplasm of ERα-TeloHAECs. Importantly, no dots were detected using either only one antibody or both antibodies in TeloHAECs that do not express ERα, validating the specificity of the technique (Supplemental Figure 4, D–F). E2 and E3 increased the ERα-SRC interaction, whereas E4 failed to elicit this membrane ERα effect (Figure 4, C and D, and Supplemental Figure 5). Importantly, when administered together, E4 completely abrogated the stimulatory effect of E2 and E3 on the ERα-SRC interaction, highlighting that E4 antagonizes membrane ERα signaling in endothelial cells, as suggested in the model of perivascular injury (Figure 2).

The results presented above demonstrate that, on one hand, E2 and E4 act on different cell types to accelerate endothelial healing, and on the other hand E4 antagonizes E2-induced membrane ERα activity necessary for the effect of E2 on endothelial healing. As E4 is commercialized for contraception, which implies its use in the presence of endogenous estrogens, it is therefore important to assess whether its agonistic or antagonistic effects will be observed in this clinical setting. We thus decided to evaluate the impact of E4 on reendothelialization after endovascular injury of the carotid artery in the presence of exogenous or endogenous E2 (gonad-intact mice) (Figure 5). In contrast to the results obtained after perivascular injury (Figure 2), the coadministration of E4 with E2 still led to accelerated reendothelialization after endovascular injury, with no difference compared to E2 and E4 alone (Figure 5, A–C). In order to better model the use of E4 for contraception, we also administered E4 to gonad-intact female mice in which endogenous estrogens are present (Figure 5D). We validated that E4 led to the arrest of ovarian function by analyzing estrous cycles in vehicle- and E4-treated gonad-intact mice (Figure 5E). While vehicle-treated mice presented with regular estrous cycles, E4-treated mice were blocked in the estrus stage, validating our experimental model of contraception. Importantly, in gonad-intact mice, E4 accelerated endothelial healing (80% of reendothelialization compared with 30% in control mice; Figure 5F). Altogether, these results suggest that even though E4 antagonizes E2’s effects on membrane ERα in endothelial cells, the specific agonistic effect of E4 on ERα in SMCs is sufficient to mediate a beneficial endothelial healing effect compared with control mice.

### Chronic E4 and E2 treatments induce differential transcriptional programs in mouse carotid arteries.

To go further in understanding the effects of E4, we next performed RNA sequencing on carotid arteries from ovariectomized female mice treated chronically with E4 (Figure 6A). This large-scale transcriptional approach was performed on noninjured carotids to avoid the complexity associated with the kinetics of endothelial healing differing across treatments. This analysis identified 306 genes as being significantly regulated by E4 in the carotid artery as compared with vehicle-treated mice (absolute log_2_[fold change] > 1, adjusted *P* value < 0.05) (Figure 6B). 

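RNA sequencing of uninjured carotid arteries was available for 6 vehicle-treated, 6 E4-treated and 6 E2-treated ovariectomized C57BL/6 mice, each library carrying its own animal number. The paper gives n = 4 to 5 per group and shows 4 vehicle and 5 E4 libraries in its heatmap. Its text and figures do not identify them, so all 6 libraries per group were used here. According to the paper, mice were ovariectomized at 4 weeks of age and treated for 2 weeks from 6 weeks of age, whereas the sample labels give 3 weeks of treatment and an age of 9 weeks. The paper gives RNA quality numbers above 7.2 and the labels give 7.4. The paper states that the vehicle, E2 and E4 data sets were produced in the same experiment. It does not say whether all libraries were prepared and sequenced together, and the E4 libraries were registered apart from those of the other groups. A technical difference that follows the E4 group could not be separated from the treatment. The 6 E4 libraries are named as E4 in their titles but carry a placebo entry in the treatment field, and they were assigned to E4 from their titles, as no other libraries are named as E4. The authors trimmed the 150-bp paired reads and deposited 1 value per gene and library, which the names of the tables attribute to alignment with Bowtie2 and counting with featureCounts. These values are estimated counts: between 8.87% and 9.8% of them per library carried decimals, and they were rounded to whole numbers before testing. Low whole values were odd less often than even, with a ratio of 0.794 in the median library. The total count was 38462554 to 64221401 in vehicle-treated mice (median 49408153), 24647246 to 44224858 in E4-treated mice (median 42521996) and 42110445 to 48023077 in E2-treated mice (median 46808348). The lowest total belonged to E4 replicate C38. Totals were lower with E4 than with vehicle (exact permutation test, two-sided, p = 0.0368, adjusted p = 0.0442 over 6 comparisons). Expression is given as CPM, counts relative to the library total scaled by edgeR's TMM method. Genes with low counts were removed by edgeR's default filter, and the 24669 remaining genes were tested in a single model of the 18 libraries, so that the 3 groups shared an estimate of the spread between mice. Animal numbers fell in 2 separate series within every group, and neither the labels nor the paper states whether these are batches. Detection limits derived from the counts cover counting error alone, because reads without molecular identifiers are not independent molecules.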

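With the paper's thresholds, 616 of the 24669 tested genes were regulated by E4 as compared with vehicle (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 216 with higher and 400 with lower expression. Over all tested genes, the CPM of the 6 E4-treated mice did not overlap those of the 6 vehicle-treated mice in 2337 genes, against 53.4 (0.216%) by chance, and 315 of the 616 regulated genes were among these. Without the fold-change threshold, 5348 genes had an adjusted p-value under 0.05. Using the animals of the first number series alone (4 vehicle and 3 E4), 230 genes passed, 76 of them with higher expression. Using those of the second (2 vehicle and 3 E4), 80 passed, 45 of them with higher expression. With the B cell marker genes entered as a covariate, the number was 39, the lowest among the alternatives, and 35 of these had higher expression. The excess of genes with lower expression therefore did not hold in the second series. The B cell list was itself lower with E4, with 10 of its 12 genes called. A covariate that falls with the treatment can remove lower genes for that reason alone, so the covariate fit does not test the excess. Libraries also differed in sympathetic ganglion marker genes, whose mean log2 CPM was 1.11 in vehicle replicate C5 and 7.08 to 8.13 in the other vehicle libraries. It was 7.87 to 8.61 with E4 and 6.73 to 8.12 with E2. For scale, the smooth muscle list mean was 6.62 to 7.44 with vehicle, although means of different genes do not give shares of tissue. Ganglion marker genes were thus highly expressed in every library compared except vehicle C5, and fold changes may include expression in ganglion tissue. The gene with the lowest fold change among the non-overlapping genes above a mean of 1 CPM was Prnd (ENSMUSG00000027338; chromosome 2, 131950861 to 131956130), at 2.58 ± 0.709 CPM in vehicle-treated mice and 0.262 ± 0.0561 in E4-treated mice (SD, n = 6 each). Its log2 fold change was -3.26 (standard error 0.20, adjusted p = 3.68e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its exons overlap another gene. BC049987 and Alox15 followed, with log2 fold changes of -2.90 and -2.49. Alox15 did not pass the thresholds in either number series alone. Among genes with higher expression, Gm12248 (ENSMUSG00000086962; chromosome 11, 58063552 to 58093134) had at most 2 counts in any vehicle library and 1.24 ± 0.406 CPM with E4 (SD, n = 6), at least 16.5-fold higher, taking 3 counts as the detection limit. Bmp8a rose from 0.0663 ± 0.0507 to 1.04 ± 0.469 CPM (SD, n = 6 each), a log2 fold change of 3.99 (standard error 0.40, adjusted p = 3.99e-05 by the same edgeR test and adjustment). Prtn3, whose exons overlap another gene, had a log2 fold change of 3.81 (standard error 0.31).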

Functional annotation of this gene subset revealed hallmarks for early and late estrogen response (Figure 6C). 

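The hallmark gene sets were not used here. A list of 65 estrogen-responsive genes, written before the counts were examined, stood in for them, and 62 of its genes were tested. Its median log2 fold change with E4 was 0.17, and a shift toward higher expression did not pass adjustment over 15 lists (camera in limma, adjusted p = 0.083, and 0.1 to 0.314 over the alternatives). With the ganglion marker mean as a covariate the median was 0.07. The list mean was 3.38 log2 CPM in vehicle replicate C5, 3.73 to 4.05 in the other vehicle libraries and 3.91 to 4.09 in the E4 libraries. Of its genes, 2 were regulated by E4, against 1.55 expected by chance (Fisher's exact test, one-sided, p = 0.461). Greb1 (ENSMUSG00000036523; chromosome 12, 16670615 to 16800886), whose exons overlap another gene, rose from 1.43 ± 0.677 to 3.19 ± 0.418 CPM (SD, n = 6 each). Its log2 fold change was 1.15 (standard error 0.30, adjusted p = 0.0132 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was 0.70 with the ganglion marker mean as a covariate. Greb1 did not pass the thresholds in either number series alone, with log2 fold changes of 1.31 and 0.90. Fos was the other gene and had lower expression, with a log2 fold change of -1.08. Pgr (ENSMUSG00000031870; chromosome 9, 8899833 to 8968611) was at 4.02 ± 0.838 CPM with vehicle and 4.93 ± 0.366 with E4 (SD, n = 6 each), a difference within the spread between mice (log2 fold change 0.29, adjusted p = 0.16 by the edgeR test). Esr1 (ENSMUSG00000019768; chromosome 10, 4611593 to 5005614), which encodes ERα, fell from 46.6 ± 10.6 to 25.7 ± 3.24 CPM (SD, n = 6 each), with no overlap between the groups. Its log2 fold change of -0.86 (adjusted p = 0.00104 by the edgeR test) lies inside the paper's fold-change threshold.

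**Figure D1:**
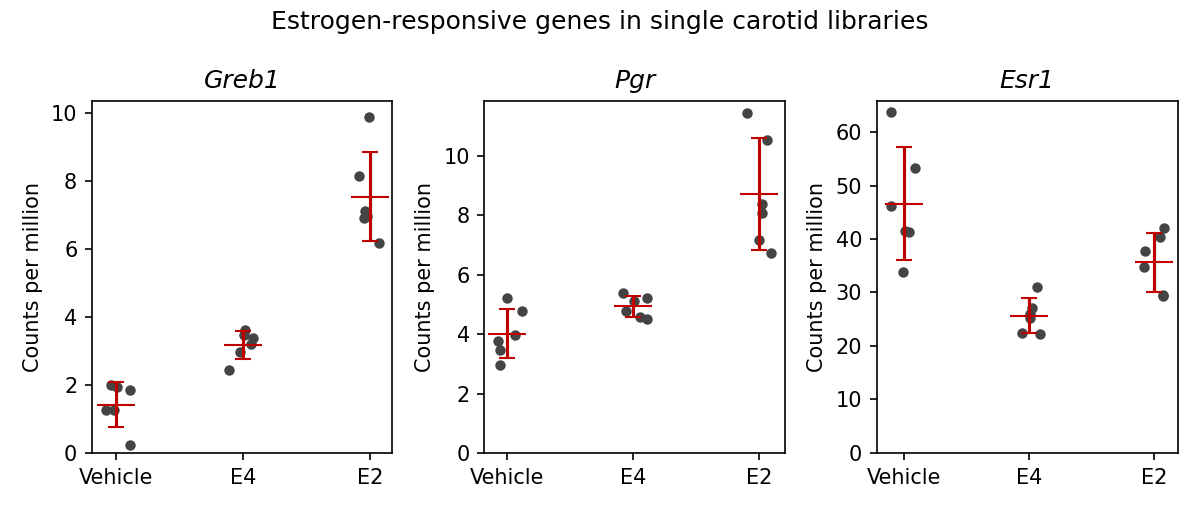
CPM (y axis) of Greb1, Pgr and Esr1 in each carotid library of vehicle-, E4- and E2-treated mice, with the mean (horizontal mark) and SD (bars) of 6 mice per group. Greb1 averages 1.43, 3.19 and 7.55 CPM in the 3 groups, and Esr1 46.6, 25.7 and 35.6.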

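For blood vessel formation, a list of 36 angiogenesis genes written before the counts were examined was used, 34 of which were tested. Its median log2 fold change with E4 was -0.20, a shift toward lower expression that did not pass adjustment over the lists (camera in limma, adjusted p = 0.128). Of its genes, 3 were regulated by E4, against 0.85 expected by chance (Fisher's exact test, one-sided, p = 0.0523). Stc1 had higher expression, with a log2 fold change of 2.13 (standard error 0.23). Col3a1 and Postn had lower expression, both with a log2 fold change of -1.02. Col3a1 was also in the fibroblast list, whose median log2 fold change with E4 was -0.51 (camera in limma, adjusted p = 0.000149). With limma's fry in place of camera the adjusted p was 0.0805. The lower expression of Col3a1 therefore need not concern blood vessel formation.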

Interestingly, the angiogenesis hallmark was also significantly associated with E4 treatment (Figure 6C). However, comparison of this data set with already published data on E2-regulated genes in carotid arteries in similar conditions revealed that only 14.8% of genes were commonly regulated by E2 and E4 (Figure 6D and Supplemental Figure 6). 

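In the same model, 302 genes were regulated by E2 as compared with vehicle, 222 with higher and 80 with lower expression. Of the 793 genes regulated by either estrogen, 125 were regulated by both, which is 15.8%. Over every pairing of a choice of 5 E4 with a choice of 5 E2 libraries against the same 4 vehicle libraries, the percent ran from 8.74 to 24.6. Independent gene sets of these sizes would share 7.5 genes (Fisher's exact test over the tested genes, one-sided, p = 1.05e-120, odds ratio 34.3), a test that treats genes as independent, which they are not. All 125 changed in the same direction, 78 with higher and 47 with lower expression, and the change with E2 was the larger in 100 of them. When the fold-change threshold was dropped, 468 genes were shared, and 11 of these changed in opposite directions. Of the 491 genes regulated only by E4, 443 changed in the same direction with E2, and 26 of these had an adjusted p-value under 0.05 for E2. Both comparisons share the vehicle libraries, whose error moves them together. When E4 was tested against 3 vehicle libraries and E2 measured against the other 3, a median of 82.2% of the genes regulated by E4 moved the same way with E2 over the 20 arrangements, with a range of 37.3% to 95.7%. Across all tested genes the median was 60%. With animals of the first number series the shared percent was 14.5, and with those of the second it was 29.4. Gm12248 was among the genes shared, at least 41.8-fold above the detection limit with E2. Oxct2b, whose exons overlap another gene, had at most 1 count in any vehicle library and was at least 4.82-fold above the limit with E4 and 8.16-fold with E2, and did not pass with E4 in the second number series alone. Krt83 had 0 counts in every vehicle library and was at least 5.77-fold above the limit with E2, and its counts with E4 (0 to 5) do not resolve a fold.

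**Figure D2:**
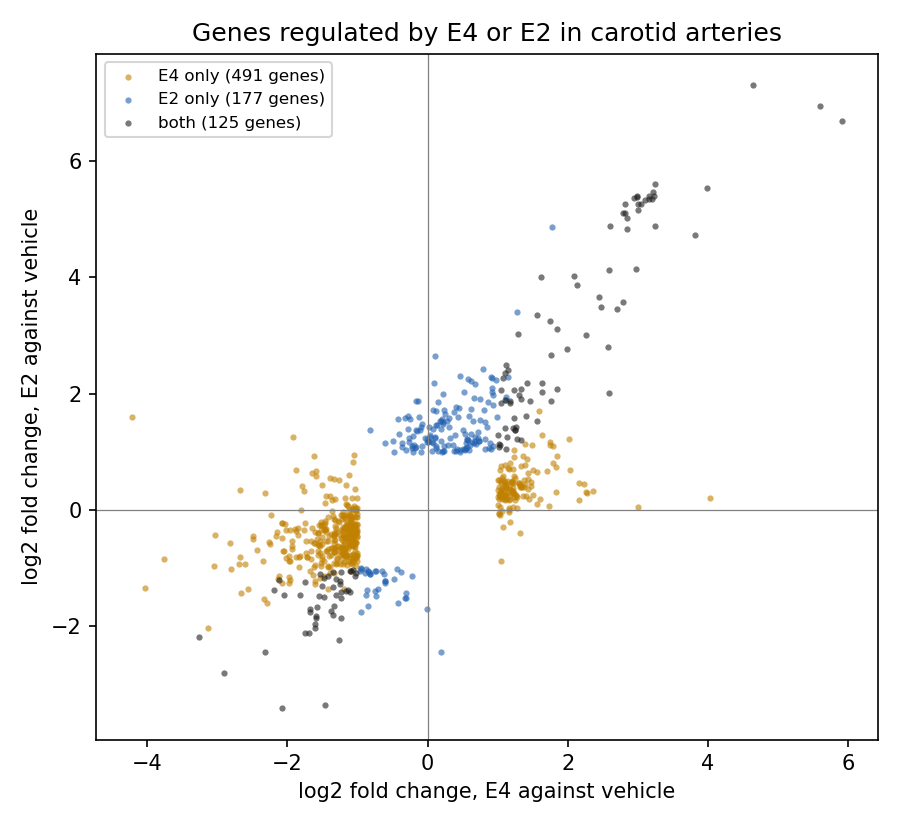
Each point is a gene regulated by E4 only (491 genes), by E2 only (177 genes) or by both (125 genes), placed by its log2 fold change against vehicle with E4 (x axis) and with E2 (y axis). The genes regulated by both lie in the quadrants where the signs are equal.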

A subset of common and specific genes regulated by each ligand was validated by RT-qPCR analysis in independent experiments (Supplemental Figure 7). We then took advantage of the 2 recently published transcriptomes of single cells from a carotid artery (23, 24) to compare the transcriptional signatures of E4 and E2 with the profile of each of the cell types identified in the arterial wall (Figure 6E and Supplemental Figure 8). These results revealed that gene expression profiles in carotid arteries from mice treated with E4 and E2 substantially differ both in terms of gene regulation and of cellular targets. Indeed, in contrast to E2 response genes, which are mostly associated with monocytes/macrophages (Figure 6F and Supplemental Figure 8), genes regulated by E4 are expressed in almost all cell population subtypes that could be discriminated in carotid arteries, including SMCs (Figure 6F and Supplemental Figure 8).

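Tested directly against each other in the same model, E4 and E2 differed in 557 genes, 47 with higher and 510 with lower expression in E4-treated mice (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The animals of the first number series gave 539 genes, and those of the second gave 0 genes, with 2672 genes at an unadjusted p under 0.05. Of 15 T cell marker genes, 10 were called lower with E4, and the T cell list mean as a covariate gave 179 genes. E2 replicate C9, in the first series, had a T cell list mean of 4.435 log2 CPM, against -0.499 to 1.676 in the other E2 libraries. Without C9 the number was 366, within the 347 to 749 of the fits that each left out a library. Of the 491 genes regulated only by E4 against vehicle, 134 differed between the estrogens at an adjusted p under 0.05 and 357 did not. Of the 177 genes regulated only by E2, 127 differed. Padi4 (ENSMUSG00000025330; chromosome 4, 140745865 to 140774236) was at 3.12 ± 0.781 CPM with E2 and 0.537 ± 0.178 with E4 (SD, n = 6 each), a log2 fold change of -2.56 (standard error 0.28, adjusted p = 0.000185 by the edgeR test). Zbtb16 (ENSMUSG00000066687; chromosome 9, 48654297 to 48836222) was at 69.3 ± 43.1 CPM with E4 and 17.4 ± 3.70 with E2 (SD, n = 6 each), a log2 fold change of 1.98 (standard error 0.32, adjusted p = 0.00135 by the edgeR test). Slc27a2 and Foxd3, whose exons overlap other genes, were also higher with E4 than with E2, by log2 fold changes of 1.69 and 1.36. Mup11 and Mup18 were lower with E4, by log2 fold changes of -2.43 and -2.44. They belong to a family of near-identical genes among which reads could be divided, so their separate values are uncertain. From the limited overlap and the cell types in which the genes are expressed, the paper concludes that the profiles with E4 and E2 differ in gene regulation and in cellular targets.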

Several studies highlighted that SMCs can modulate endothelial cell regeneration through paracrine effects that either accelerate or decrease reendothelialization (25). We screened for those pathways in injured carotid arteries treated (or not) with E4. mRNA levels of the chemokine pro-platelet basic protein (*Ppbp*) and genes of Notch and Hedgehog signaling were not regulated by E4 during injury (Supplemental Figure 9). However, we found that *Cxcl10* gene expression was downregulated by E4 in injured carotid arteries (Figure 7, A and B). Importantly, we recently demonstrated that this cytokine mediates a large part of the IFN-γ–dependent inhibition of reendothelialization and that its blockade improves endothelial recovery (26). To directly evaluate the effect of E4 on SMCs, we generated stably transduced vascular SMCs expressing full-length ERα (ERα-VSMCs) in which the effect of E4 on gene expression was confirmed (Supplemental Figure 10). We finally demonstrated that E4 blocks *CXCL10* induction by IFN-γ in ERα-VSMCs (Figure 7, C and D), potentially contributing to the dialogue between SMCs and endothelial cells that ultimately accounts for the acceleration of reendothelization by E4.

## Discussion

E4 and E3 are 2 natural estrogens secreted during pregnancy by the fetal liver and the placenta, respectively. E4 and E3 have weaker estrogenic activity than E2 and display bioavailability and half-life that differ from those of E2 (10). However, the physiological role of these 2 estrogens produced only during pregnancy remains unknown. The production of E4 is restricted to the fetal liver of males and females from great apes, including humans. This is particularly intriguing because so far, the liver was rather viewed as a target of estrogens in oviparous animals (27) and also in mammals (28). The conversion of the E3 into E4 by the liver suggests a peculiar position and status of this organ in the network of sex hormones. Due to these differences, it is conceivable and even likely that these 2 estrogens could have different benefit/risk profiles compared with the classic hormones (E2, ethinyl-estradiol) for their use as oral contraception or menopause treatment (10, 15, 29). In particular, E4 is marketed for oral contraception and is currently being evaluated in phase III clinical studies as a new hormone therapy for menopause, as it was found to have limited effects on coagulation factors in the liver of women, thus leading one to expect fewer thrombotic events (15, 16). E4 significantly improves vasomotor and genitourinary menopausal symptoms and prevents bone demineralization (15). Herein, we demonstrated for the first time to our knowledge that E2, E3, and E4 equally accelerate endothelial healing after endovascular injury of the carotid artery in which medial SMCs are preserved. In contrast, only E2 and E3, but not E4, induced endothelial healing after perivascular injury.

This work emphasizes the importance of using several models while studying vascular injuries. We extensively used the perivascular model of carotid artery injury, as precise deendothelialization can be performed rather easily despite the small size of this vessel in mice (20). This model led us to characterize the accelerative effect of E2 as a phenomenon purely dependent on ERα expression in endothelial and hematopoietic cells (4, 30), and we then demonstrated that membrane ERα signaling is necessary (6, 7). Using Katzenellenbogen’s elegant tools, it appeared that activation of membrane ERα was even sufficient to accelerate endothelial healing in the same perivascular model (8, 9). More recently, we confirmed that both endothelial/hematopoietic ERα and membrane ERα subfunctions are necessary to induce endothelial healing in response to E2 using the endovascular model of vascular injury that preserves SMCs (22). In this study, we demonstrate that membrane ERα is totally dispensable for E4’s effects on endothelial healing since the acceleration of endothelial healing after endovascular injury is completely preserved in the 2 genetically modified mouse models targeting membrane ERα localization (*C451A-ERα*) and signaling (*R264A-ERα*).

In addition, using the *αSMAcreER^T2^*+*ERα^lox/lox^* mouse model, we demonstrated that ERα in SMCs is necessary to mediate this E4 vascular effect in striking contrast to E2’s effect, which acts through endothelial/hematopoietic ERα to induce similar effects (4, 22). Large-scale transcriptomic analysis also revealed substantial differences in gene regulation and associated cell signature between carotid arteries from mice treated with E4 or E2. Hence, in addition to the poor overlap existing between the E2- and E4-regulated genes, we found that these genes were mostly expressed in different cell types in single-cell RNA sequencing data sets originating from ligated or normal carotid arteries. More precisely, E2-responsive genes are expressed at significantly higher levels in monocytes, macrophages, and fibroblasts than in the other discriminated cell types. In contrast, E4-regulated genes were found to be expressed in almost all cell types from both single-cell studies, except macrophages and T cells. Altogether, these results suggest that E4 could act as a natural selective estrogen receptor modulator, targeting different cell types than E2 to achieve a similar vasculoprotective effect.

This study highlighted the contribution of endothelial cell–SMC dialogue to the E4-mediated endothelial regenerative effects after carotid injury. There is an increasing body of literature that reports the role of paracrine effects exerted by SMCs on reendothelialization and several factors are implicated in endothelial cell–SMC communications, including chemokines, cytokines, and microRNAs (25). Inhibition of *Cxcl10* by E4 observed in injured carotid arteries as well as in IFN-γ–activated SMCs could contribute to the mechanism underlying E4’s accelerative effect on endothelial healing. Indeed, CXCL10 inhibits proliferation and migration of endothelial cells in vitro (31–33) and its blockade in vivo improves endothelial recovery after carotid artery injury (26).

The effects of E4 on cardiovascular risk are of utmost importance because the benefit/risk ratio of treatment for climacteric symptoms at menopause is problematic, as demonstrated by the Women’s Health Initiative (WHI) study (34). Indeed, it is now clear that, 20 years after the WHI study, the spectrum of the cardiovascular effects of estrogens is beneficial when given early and/or between 50 and 60 years old (34). We previously demonstrated that E4 was able to prevent atheroma (13), angiotensin II–induced hypertension (35), postinjury neointima formation (21), and favor blood flow remodeling (35). Thus, the present work adds a new facet of arterial protection against endothelial injury when the underlying SMCs are present, which is the case in physiology and pathophysiology. In the context of menopause modeling, one limitation of the present study is that these experiments were performed in young mice and the WHI study (34) revealed that timing and age can be determinants for the arterial protection conferred by estrogens. These aspects should be kept in mind in future studies.

However, the main goal of the present work was to investigate the arterial effects of E4 in a situation involving contraception, i.e., in young mice. E4 was characterized as an antagonist of membrane ERα, as it was able to block the accelerative effect of E2 in this perivascular model (17). Accordingly, in vitro, we were able to directly demonstrate that E4 antagonizes the membrane ERα-SRC interaction in endothelial cells. We confirm here the efficient blocking of the accelerative effect of E2 by E4, and extend this paradigm to E3 that was also inhibited by E4. Thus, we explored the possible interaction of E4 with endogenous estrogens, mainly E2, in non-ovariectomized (intact) mice using endovascular injury, which better reflects endothelial injury leading to vascular diseases. We found that E2, E4, and their combination were similarly efficient in endothelial healing and that E4 accelerated reendothelialization also in the presence of endogenous E2. As E4 is now available for women’s oral contraception, it is quite reassuring that, thanks to these experiments, E4 does not impair endothelial healing; on the contrary, it promotes endothelial healing in a mouse model mimicking a contraceptive treatment. Therefore, together with its lesser impact on coagulation factors (15, 16) strongly suggesting safety in terms of venous thromboembolic risk, E4 could provide arterial protection and thus appears a promising option for contraception or hormonal treatment of menopause.

## Methods

### Mice.

WT female mice with a C57BL/6J background were purchased from Charles River Laboratories. *αSMACreER^T2^ERα^lox/lox^*, *C451A-ERα*, and *R264A-ERα* mouse lines were generated on the C57BL/6 background at the Mouse Clinical Institute (MCI, Strasbourg, France), as previously described (6, 7, 21). Genetically modified female mice were systematically compared to their WT littermates. Throughout all protocols, mice were housed at the animal facility of the Faculty of Medicine of the University of Toulouse, in a temperature-controlled room with a 12-hour light/dark cycle and maintained with access to food and water ad libitum.

Bilateral ovariectomy was performed at 4 weeks of age after intraperitoneal injection of tiletamine/zolazepam (Zoletil, 100 mg/kg, Virbac) and xylazine (Rompun, 10 mg/kg, Bayer HealthCare Animal Health). Prior to treatment, *αSMACreER*^T2^–*ERα^lox/lox^* (control mice) and *αSMACreER*^T2^+*ERα^lox/lox^* mice were injected over 5 days with tamoxifen (1 mg/mouse/day; Sigma-Aldrich) starting at 5 weeks of age to induce activation of Cre recombinase.

In all experiments, prior to sacrifice, mice were anesthetized with an intraperitoneal injection of tiletamine/zolazepam (Zoletil, 200 mg/kg) and xylazine (Rompun, 20 mg/kg) and euthanized by bilateral thoracotomy.

### Pellet preparation and estrogenic treatments.

To deliver estrogens chronically, E2 (Sigma-Aldrich), E3 (Sigma-Aldrich), and E4 (Mithra) were thoroughly mixed with cholesterol (Sigma-Aldrich) in powder form and compacted to obtain pellets, as previously described (13, 36). At the age of 6 weeks, ovariectomized or gonad-intact mice were implanted subcutaneously with pellets releasing E2 (75 μg/pellet), E3 (750 μg/pellet), E4 (1 mg/pellet), or vehicle (cholesterol only) for 2 weeks. The surgical procedure was performed under anesthesia by inhalation of 3% isoflurane and maintained with 1.5%–2% isoflurane mixed with 100% O_2_.

### Assessment of estrous cycle.

In gonad-intact female mice, vaginal smears were performed with PBS daily to analyze estrous cyclicity, starting 10 days before vehicle or E4 pellet implantation and for 14 days after. Vaginal cytology was assessed under a Leica DM2500 microscope and LAS X software.

### Mouse carotid injuries and quantification of reendothelialization.

Endovascular injury of the carotid artery was performed on mice as described previously (2), after 2 weeks of estrogenic treatment. Briefly, animals were anesthetized by an intraperitoneal injection of tiletamine/zolazepam (Zoletil, 100 mg/kg) and xylazine (Rompun, 10 mg/kg). The right common carotid artery was exposed and blood flow was locally restricted. The external carotid was ligated distally and incised. A 0.35 mm diameter flexible wire with a 0.25 mm tip was advanced and pulled back 3 times into the common carotid artery (on 5 mm length). The external carotid was then ligated proximally, and blood flow was restored in internal and common carotids.

Perivascular injury of the carotid artery was performed on mice as described previously (2), after 2 weeks of estrogenic treatment. Briefly, animals were anesthetized by an intraperitoneal injection of tiletamine/zolazepam (Zoletil, 100 mg/kg) and xylazine (Rompun, 10 mg/kg). The right common carotid artery was isolated and electrical injury was applied (on 3 mm length) with a bipolar microregulator.

Five days (endovascular) or 3 days (perivascular) after injury, endothelial regeneration was evaluated by staining the denuded areas with Evans blue dye. Five minutes before euthanasia, mice were injected retro-orbitally with 50 μL of 4% Evans blue dye (sc-203736, Santa Cruz Biotechnology) diluted in PBS. Mice were perfused with PBS and the right common carotid artery was dissected from the aortic arch to the carotid bifurcation and fixed with 10% phosphate-buffered formalin (Electron Microscopy Sciences) for 20 minutes. Arteries were opened longitudinally and mounted with Kaiser’s glycerol gelatin (Merck). Images were acquired and quantified using a Leica DM2500 microscope and LAS X Software. The percentage of reendothelialization was calculated relative to the initial deendothelialized area (day 0).

### Lentivector construction and production.

The cDNA encoding human ERα was subcloned into pENTR1A (Thermo Fisher Scientific) by the transfer of a BamHI/EcoRI fragment from pCR3.1-hERα66. The transfer into the destination vector pInducer20 was achieved using the Gateway LR-clonase enzyme mix. Lentiviruses were produced by the vectorology plateau at INSERM UMR1037 (Toulouse). Briefly, endotoxin-free midiprepped DNA was used to produce lentivirus particles in HEK293FT cells after a CaCl_2_/HEPES-mediated triple transfection together with the plasmids p8.71 and pVSVg, using respectively a ratio of 2:2:1 of the 3 plasmids. Viral production titers were determined by ELISA (Innotest HIV p24, Fujirebio). Functional viral titers were assessed in HT1080 cells with serial dilutions and scored for GFP expression by flow cytometric analysis on a MACSQuant 10 analyzer (Miltenyi Biotec).

### Cell culture, transduction, and treatments.

TeloHAECs (hTERT-immortalized HAECs, gift from A. Negre-Salvayre, INSERM U1297, University of Toulouse) were cultured in Endothelial Cell Growth Medium (PromoCell) at 37°C in 5% CO_2_. VSMCs (human, SV40T immortalized, isolated from mesenteric arteries; gift from A. Negre-Salvayre) were cultured in DMEM containing Glutamax (Sigma-Aldrich) supplemented with 10% heat-inactivated FBS (Gibco), penicillin (100 U/mL), and streptomycin (100 μg/mL) at 37°C in 5% CO_2_. TeloHAECs and VSMCs, which do not express ERα, were transduced with the inducible ERα expression lentivector (ERα-TeloHAECs and ERα-VSMCs) in transduction medium (OptiMEM-GlutaMAX, Life Technologies) containing 5 μg/mL protamine sulfate for 6 hours. ERα-TeloHAECs and ERα-VSMCs were then selected and maintained in media containing 0.3 mg/ml neomycin (Sigma-Aldrich). For PLAs, TeloHAECs and ERα-TeloHAECs were plated on 14 mm diameter coverslips in 6-well plates (250,000 cells/well) and grown in phenol red–free, serum-free Endothelial Cell Basal Medium (PromoCell) for 24 hours before the experiment. To induce ERα expression, cells were treated for 6 hours with 0.5 μg/mL doxycycline and then treated with DMSO vehicle, 10 nM E2, 1 μM E3, and/or 1 μM E4 for 5 minutes. For gene expression analysis, ERα-VSMCs were plated in 6-well plates. After reaching 90% confluence, VSMCs were grown in phenol red–free DMEM (Sigma-Aldrich) supplemented with 2.5% charcoal-stripped FBS (Gibco) for 24 hours prior to E4 treatment. Six hours before E4 treatment, cells were treated with 0.1 μg/mL doxycycline to induce ERα expression. Then, VSMCs were pretreated with DMSO vehicle or 1 μM E4 for 24 hours before adding recombinant IFN-γ (10 ng/mL, Peprotech). After an additional 24 hours, cells were washed twice with cold PBS and 500 μL TRIzol (Ambion) reagent was added to the wells.

### Immunofluorescence.

To determine ERα expression, cells were fixed with 4% paraformaldehyde for 10 minutes, permeabilized in PBS containing 0.1% Triton X-100 for 10 minutes, and incubated in PBS containing 1% BSA (Sigma-Aldrich), 2% FBS (Gibco), and 10% normal donkey serum (Jackson ImmunoResearch) for 1 hour. Coverslips were incubated with anti-ERα rabbit monoclonal (1:250; Abcam, ab16660) primary antibody overnight at 4°C. After washing, coverslips were incubated with Alexa Fluor 488–conjugated anti-rabbit secondary antibody (1:1000; Jackson ImmunoResearch, 711-545-152) for 45 minutes at room temperature. Nuclei were stained with DAPI (0.5 μg/mL) and coverslips were mounted with Dako Mounting Medium (Agilent Technologies). Microscopy imaging was performed with a Leica DMi8 microscope at ×40 magnification.

### Protein preparation and detection by Simple Western capillary analysis.

Total cell lysates were prepared in RIPA buffer (Sigma-Aldrich) supplemented with protease inhibitors (Roche). Simple Western analyses were performed according to the Protein Simple user manual. In brief, cell lysate samples (final concentration, 0.5 mg/mL) were mixed with a fluorescent master mix (Protein Simple) and heated at 95°C for 5 minutes. The primary antibody, validated for Simple Western, was diluted in antibody diluent (Protein Simple). The molecular weight markers, samples, protein normalization reagent, blocking reagent, primary antibody (anti-ERα rabbit monoclonal primary antibody [1:50; Cell Signaling Technology, 13258S]), HRP-conjugated secondary antibody, and chemiluminescent substrate (luminol/peroxide) were dispensed into designated wells in a manufacturer-provided microplate. The plate was loaded into the instrument (Jess, Protein Simple) and proteins were drawn into individual capillaries on a 25-capillary cassette (12–230 kDa) (Protein Simple). Data were analyzed with Compass software (Protein Simple). Normalization against total proteins in the capillary was achieved using the included Protein Normalization (PN) assay reagent.

### PLA.

The PLA (Duolink, Sigma-Aldrich) was used to detect ERα’s interaction with SRC, according to the manufacturer’s instructions. Briefly, after treatment, cells were fixed with 4% paraformaldehyde for 10 minutes and then permeabilized in PBS containing 0.2% Triton X-100 for 10 minutes. Coverslips were incubated with anti-ERα rabbit polyclonal (1:500; Santa Cruz Biotechnology, sc-543) and anti-SRC mouse monoclonal (1:500; Santa Cruz Biotechnology, sc-8056) primary antibodies overnight at 4°C. After washing, cells were incubated with anti-rabbit PLUS and anti-mouse MINUS probes coupled to oligonucleotides (Sigma-Aldrich) for 1 hour at 37°C in a humidity chamber, followed by a ligation step for 30 minutes and a rolling-circle amplification (RCA) reaction in which fluorescently labeled oligonucleotides were hybridized to the RCA product. Coverslips were then stained for total ERα as described above in the *Immunofluorescence* section. The cover slides were mounted in Duolink II mounting medium with DAPI (Sigma-Aldrich). Images were obtained with a Zeiss LSM900 confocal microscope at ×63/oil magnification and processed using Zen software. PLA dots were analyzed using ImageJ software (NIH). The plugin “Counter cells” allows analyzing dots and cell numbers. In each condition, red dots were scored in ERα-positive cells from 10 microscopic fields.

### RNA sequencing and analysis.

Total RNA was isolated from uninjured carotid arteries through the phenol-chloroform method using TRIzol (Ambion) reagent. Quality of RNA samples was determined using a Fragment Analyzer Instrument. All selected samples had RNA quality numbers above 7.2. mRNA sequencing libraries were prepared according to Illumina’s protocols using the Illumina TruSeq Stranded mRNA kit (reference no. 20020595), as previously described (22). Sequencing was paired-end (2 × 150 bp) and performed on an Illumina NovaSeq sequencer at the Integragen company platform. The reads were first trimmed for adapters and low-quality ends by the Trim Galore! algorithm (-- t, -q, -e, --length 20) available on the Galaxy web server (https://usegalaxy.org/). Subsequent informatics processes of the sequenced reads were locally done under python and R environments, as previously described (22). Genes were designated as differentially regulated when their fold change was greater than 2 or less than 0.5 with a Benjamini-Hochberg–adjusted *P* value of less than 0.05. Functional annotations were made using the Gene Set Enrichment Analysis (GSEA) program (v4.0.3) (37) interrogating the Molecular Signatures Database (MSigDB) hallmarks (38). Vehicle, E2, and E4 data sets were produced in the same experiment. All data and materials (Fastq files) have been made publicly available at the NCBI Gene Expression Omnibus (GEO) portal (39) and can be accessed with accession number GSE154268.

### Analysis of single-cell RNA sequencing experiments.

Fastq files containing reads for carotid experiments (23) were downloaded from the NCBI SRA database (https://www.ncbi.nlm.nih.gov/sra) (access numbers: SRR13932927, SRR13932928, SRR13932929, SRR13932930, SRR14242380, and SRR14242381). Alignment onto the mm10 mouse genome, UMI counting, and quality control steps were done under the CellRanger (v6.1.2) --count pipeline from 10× Genomics. The generated h5 files were then processed with Seurat R package (v3) (40). We removed low-quality cells by selecting those containing over 1.5-fold more and 1.5-fold less than the minimum or maximum of the detected RNA features, respectively. We also excluded those with lower than 10% of their features as being mitochondrial genes. Data sets were normalized and scaled to the data corresponding to the 5,000 most variable features. Principal component analysis (PCA) was performed on the scaled data, and the dimensionality of the data set was estimated by the Elbow heuristic method. Clustering of the cells in different communities was done by applying the Louvain algorithm implemented in Seurat R, and was visualized by t-distributed stochastic neighbor embedding (t-SNE). To visualize the cells expressing the different sets of genes regulated by E2 or E4 identified in our RNA sequencing, we first identified those common to the marker genes of the different cell communities, obtained by applying the MAST R package (41). We then projected these filtered lists on the t-SNE map by using the FeaturePlot feature of Seurat R with thresholds min.cutoff = “q10” and max.cutoff = “q90.”

### Statistics.

Results are expressed as mean ± SEM. Statistical analyses were performed using Prism 9 (GraphPad Software). A *P* value of less than 0.05 was considered significant. Gaussian (normal) distribution was determined using the Shapiro-Wilks normality test. For normally distributed populations, 2-tailed Student’s *t* test (2 groups) or 1-way ANOVA followed by Bonferroni’s post test (3 or more groups) was conducted. For data that failed normality testing, the Mann-Whitney test (2 groups) or Kruskal-Wallis with Dunn’s post test (3 or more groups) was performed. To test the respective roles of treatment and genotype, 2-way ANOVA was performed. Exact number (*n*), precise *P* values, and statistical tests used in each experiment are described in the supplemental material. When representative images are shown, the selected images were those that most accurately represented the average data obtained in all the samples.

### Study approval.

All procedures involving animals were performed in accordance with the principles and guidelines established by the National Institute of Health and Medical Research (INSERM) and were approved by the local Animal Care and Use Committee (CEEA122, Toulouse, France) and the French Ministry of Higher Education, Research and Innovation (Paris, France). The investigation conforms to the directive 2010/63/EU of the European parliament.

## Author contributions

C. Fontaine, JFA, RM, JMF, ML, and FL conceived and designed this study. MD, RZ, MB, NFS, C. Febrissy, HL, MA, PL, GF, and RG conducted experiments and acquired and analyzed data. SGB assisted with experiments. MD, JFA, RZ, MB, RM, and C. Fontaine drafted the manuscript and assembled figures. All authors discussed the results and commented on the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
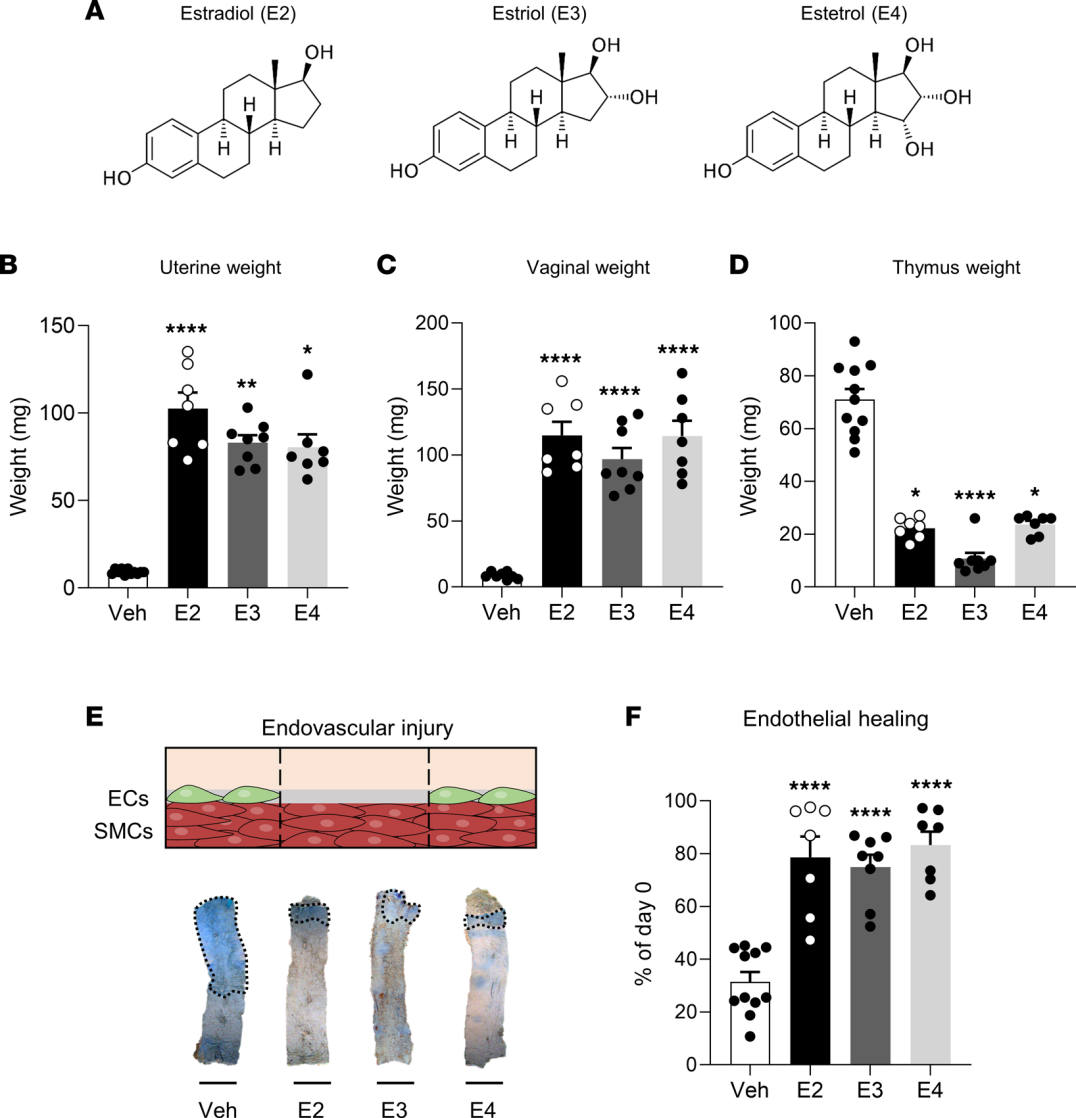
17β-Estradiol (E2), estriol (E3), and estetrol (E4) accelerate endothelial healing following carotid artery endovascular injury. Four-week-old female mice were ovariectomized and 2 weeks later implanted subcutaneously with vehicle (Veh), E2, E3, or E4 pellets for 2 weeks. Mice were then subjected to endovascular injury of the carotid artery. Carotid reendothelialization was analyzed 5 days after injury (*n* = 7–11 per group). (**A**) Chemical structures of E2, E3, and E4. (**B**) Uterine weight. (**C**) Vaginal weight. (**D**) Thymic weight. (**E**) Representative Evans blue staining of carotids with outlined deendothelialized areas (scale bar: 1 mm) and (**F**) quantitative analysis of reendothelialization, expressed as a percentage of reendothelialized area compared with day 0. ECs, endothelial cells. Results are expressed as mean ± SEM. To test the effect of the different treatments, Kruskal-Wallis test (**B** and **D**) or 1-way ANOVA (**C** and **F**) was performed. *P < 0.05, **P < 0.01, ****P < 0.0001 versus Veh-treated group.

**Figure 2:**
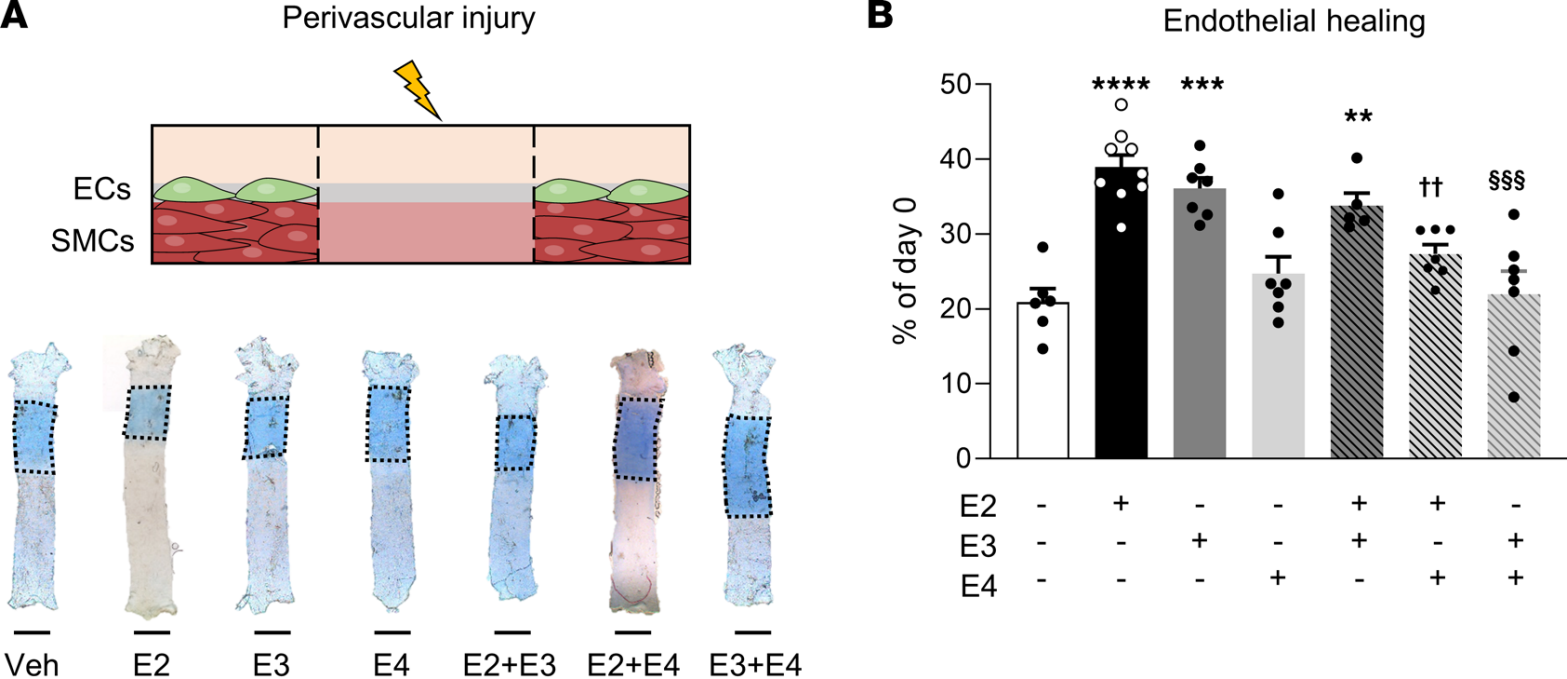
In contrast to E2 and E3, E4 does not accelerate endothelial healing after carotid artery perivascular injury. Four-week-old female mice were ovariectomized and 2 weeks later were implanted subcutaneously with vehicle (Veh), E2, E3, or E4 pellets or a combination of 2 of these estrogens for 2 weeks. Mice were subjected to perivascular injury of the carotid artery. Carotid reendothelialization was analyzed 3 days after injury (*n* = 5–9 per group). (**A**) Representative Evans blue staining of carotids with outlined deendothelialized areas (scale bar: 1 mm) and (**B**) quantitative analysis of reendothelialization, expressed as a percentage of reendothelialized area compared with day 0. ECs, endothelial cells. Results are expressed as mean ± SEM. To test the effect of the different treatments, 1-way ANOVA was performed. **P < 0.01, ***P < 0.001, ****P < 0.0001 versus Veh-treated group; ^††^*P* < 0.01 for difference between E2 and E2+E4; ^§§§^*P* < 0.001 for difference between E3 and E3+E4.

**Figure 3:**
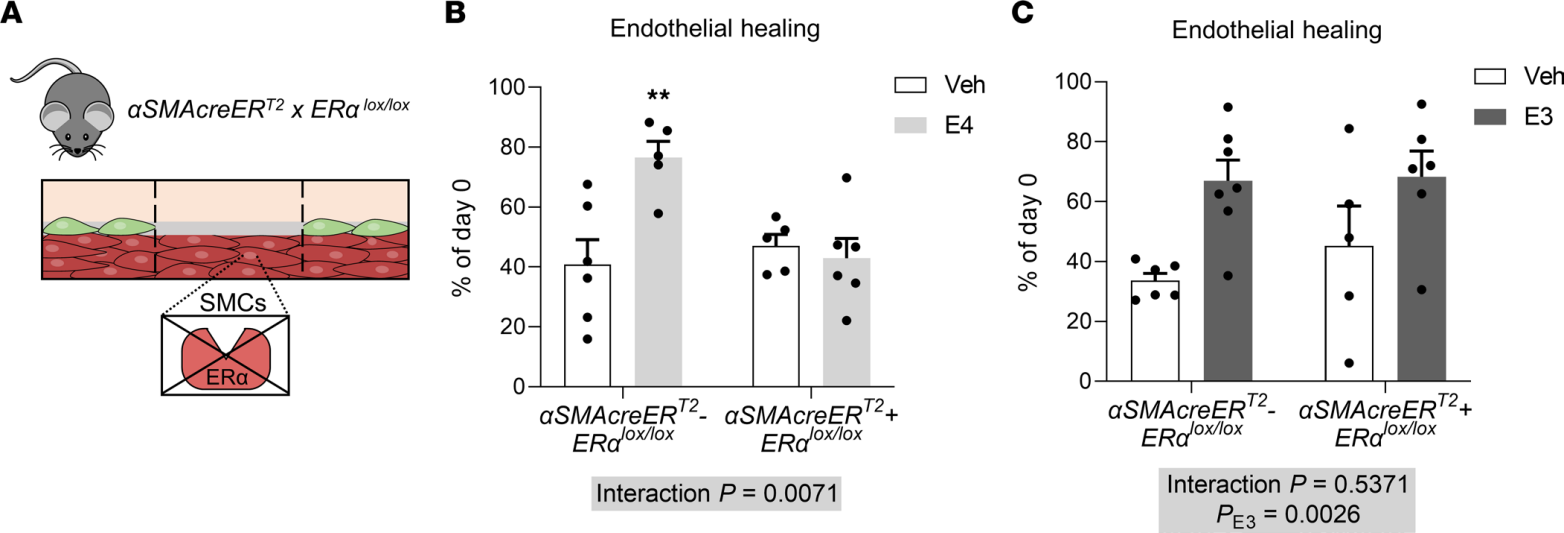
ERα in smooth muscle cells is necessary for E4’s effect on endothelial healing but dispensable for E3’s effect. (**A**) Four-week-old ovariectomized *αSMACreER*^T2^+*ERα*^lox/lox^ female mice and their respective control littermates were implanted with vehicle (Veh), E4, or E3 pellets for 2 weeks and subjected to endovascular injury of the carotid artery. Quantitative analysis of reendothelialization 5 days after injury, relative to day 0, are depicted in response to (**B**) E4 (*n* = 5–6 per group) or (**C**) E3 (*n* = 5–7 per group). Results are expressed as mean ± SEM. To test the effect of E4 and E3 treatments in each genotype, 2-way ANOVA was performed. **P < 0.01 versus Veh-treated group.

**Figure 4:**
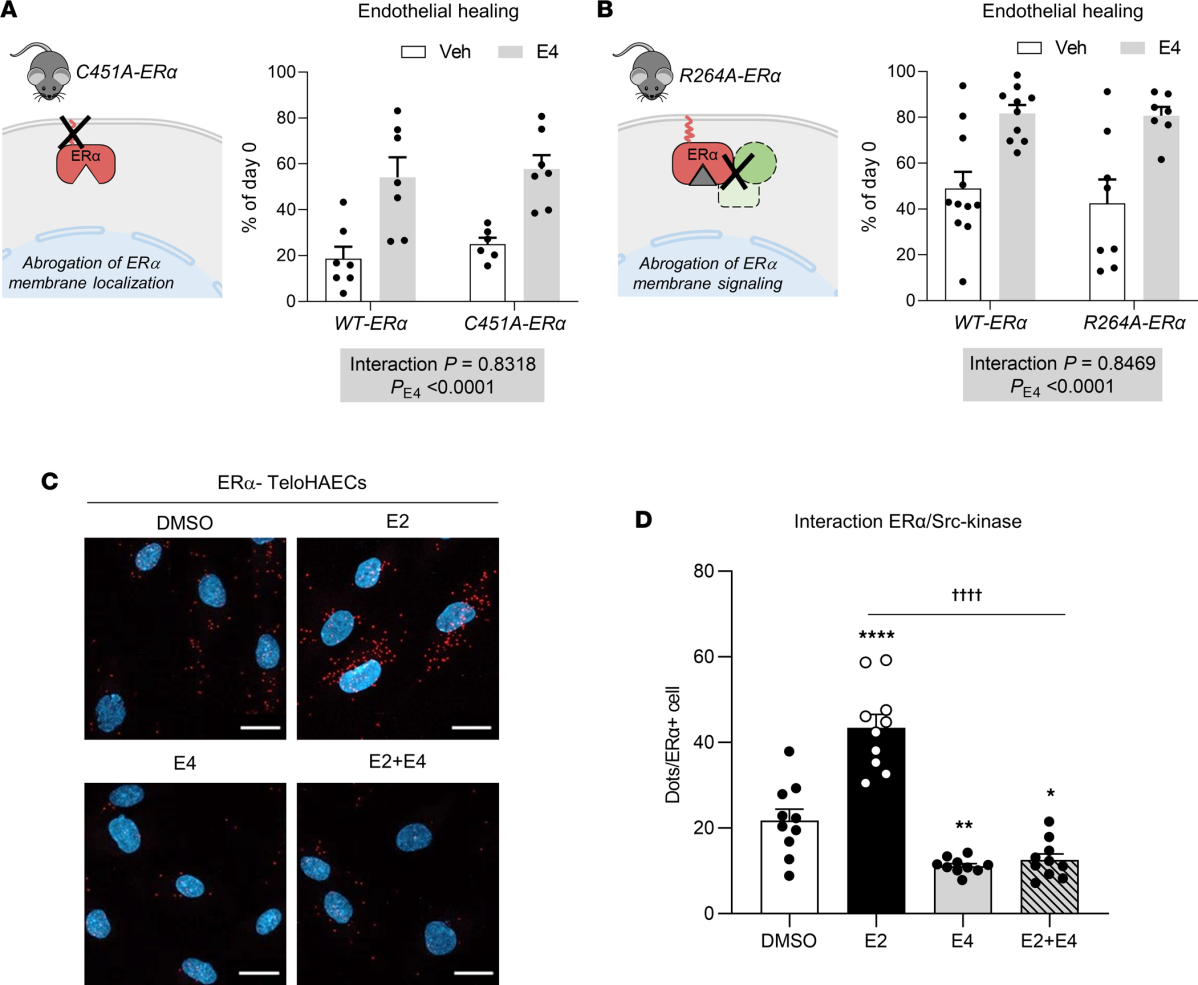
E4 does not require membrane-initiated ERα signaling to accelerate endothelial healing and antagonizes this pathway in endothelial cells. Four-week-old ovariectomized (**A**) *C451A-ERα* (*n* = 6–7 per group) and (**B**) *R264A-ERα* (*n* = 7–11 per group) female mice and their respective control WT littermates were implanted with vehicle (Veh) or E4 pellets for 2 weeks and subjected to endovascular injury of the carotid artery. Schematic representation of each mouse model and quantitative analysis of reendothelialization 5 days after injury relative to day 0 are depicted. Results are expressed as mean ± SEM. To test the effect of E4 treatments in each genotype, 2-way ANOVA was performed. (**C**) Estrogen-deprived ERα-TeloHAECs were incubated with DMSO, E2 (1 × 10^–8^ M), E4 (1 × 10^–6^ M), or a combination of E2 and E4 for 5 minutes. Proximity ligation assay for ERα-SRC interaction was performed. Interactions are represented by red dots. Nuclei were counterstained with DAPI (scale bars: 20 μm). (**D**) Quantification of the number of dots per ERα-positive cell from 1 representative experiment. The experiment was replicated 3 times. Results are expressed as mean ± SEM. To test the effect of the different treatments, 1-way ANOVA was performed. *P < 0.05, **P < 0.01, ****P < 0.0001 versus Veh-treated group. ^††††^*P* < 0.0001 for difference between E2 and E2+E4.

**Figure 5:**
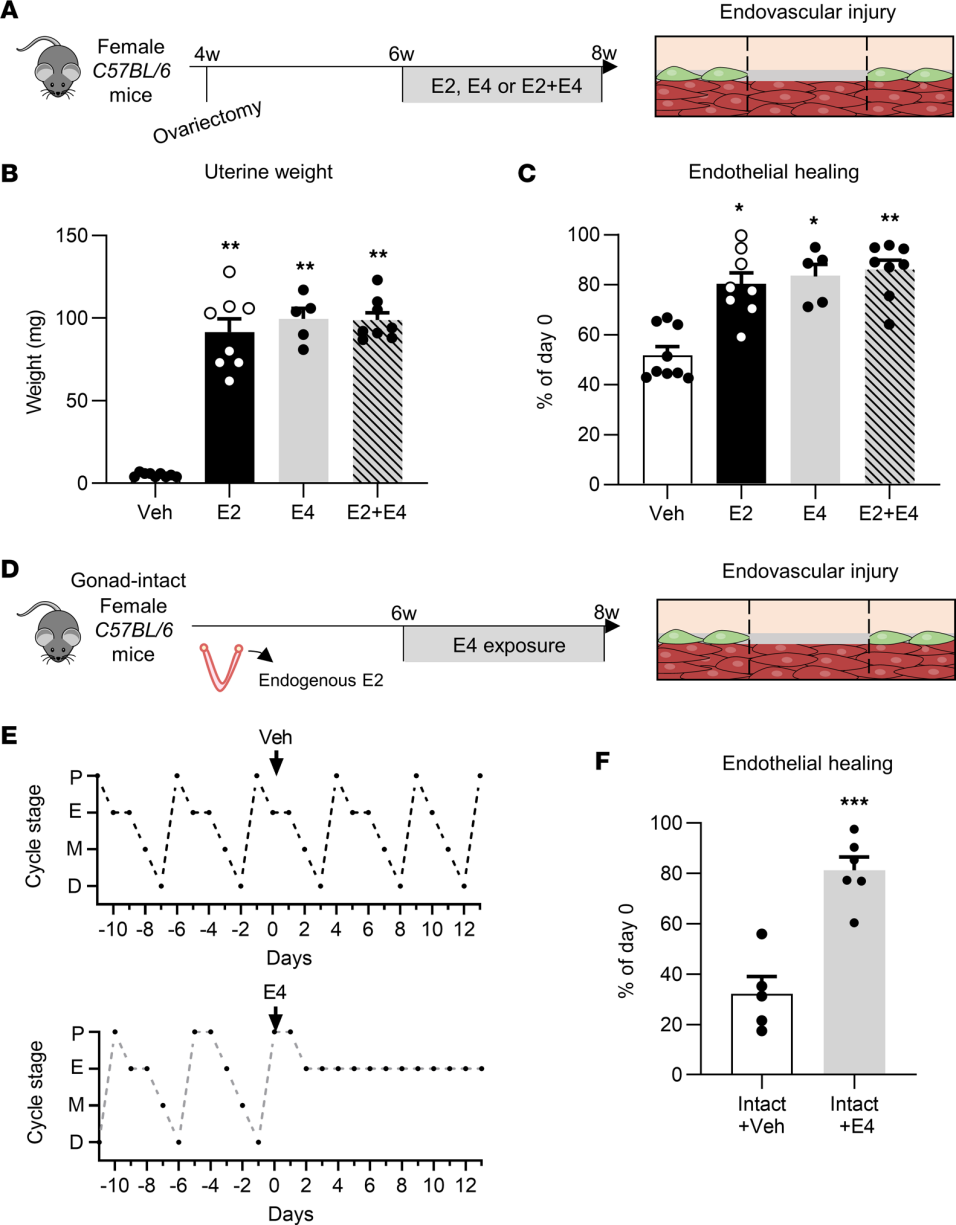
E4 still accelerates endothelial healing in the presence of exogenous and endogenous estrogens. (**A**) Four-week-old C57BL/6 female mice were ovariectomized and 2 weeks later were implanted with vehicle (Veh), E2, E4, or a combination of E2 and E4 pellets. Two weeks later, mice were subjected to endovascular injury of the carotid artery. Carotid reendothelialization was analyzed 5 days after injury (*n* = 5–9 per group). (**B**) Uterine weight. (**C**) Quantitative analysis of reendothelialization, expressed as a percentage of reendothelialized area compared with day 0. (**D**) Six-week-old gonad-intact C57BL/6 female mice were implanted with Veh or E4 pellets. Two weeks later, mice were subjected to endovascular injury of the carotid artery. Carotid reendothelialization was analyzed 5 days after injury (*n* = 5–6 per group). (**E**) Representative estrous cycles before and after Veh and E4 treatment. (**F**) Quantitative analysis of reendothelialization, expressed as a percentage of reendothelialized area compared with day 0. Results are expressed as mean ± SEM. To test the effect of the different treatments, Kruskall-Wallis test (**B** and **C**) or 2-tailed Student’s *t* test (**F**) was performed. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 6:**
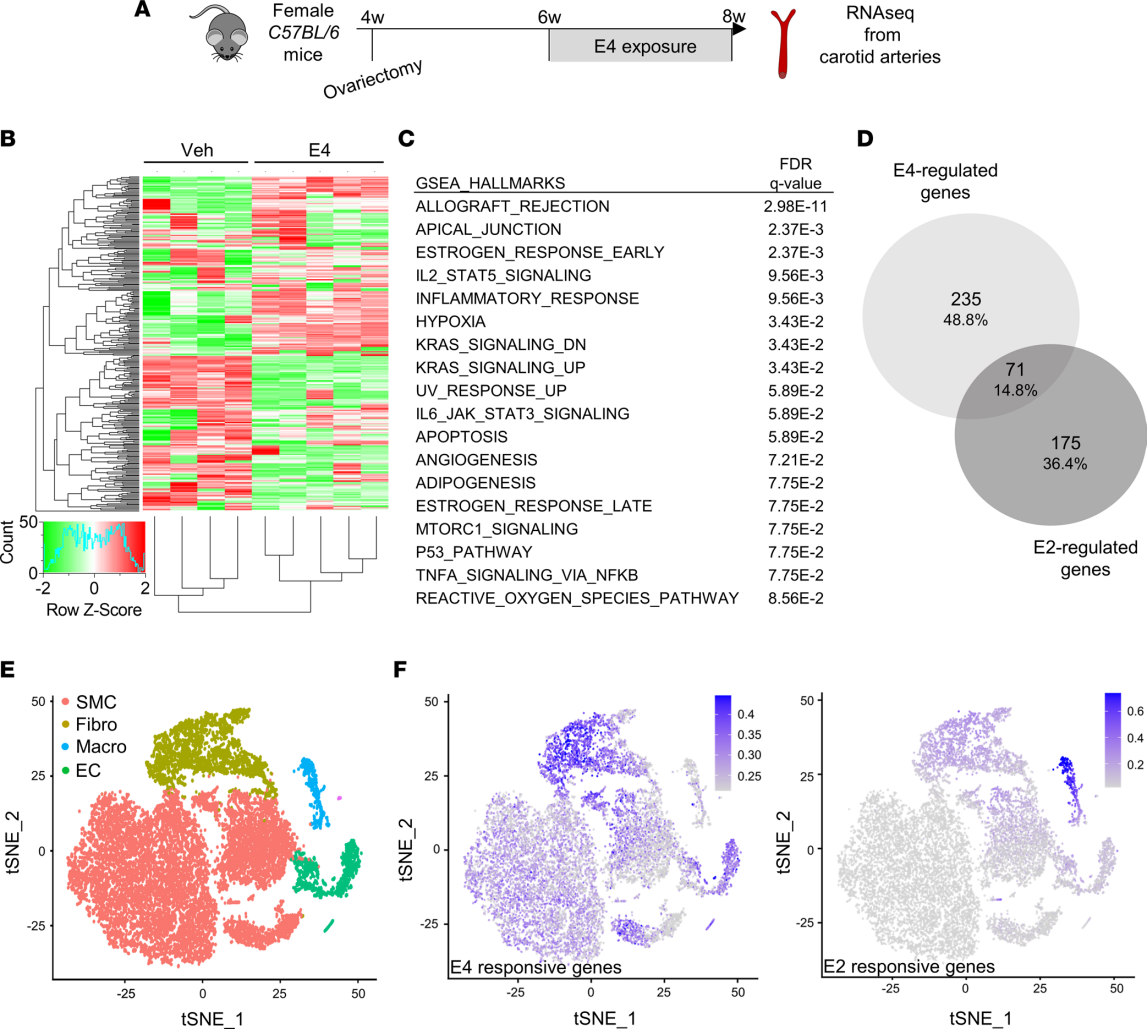
E4 displays a specific transcriptional program that differs from E2 in carotid arteries. (**A**) Four-week-old C57BL/6 female mice were ovariectomized and treated with a vehicle (Veh) or E4 for 2 weeks. RNAs were isolated from uninjured carotid arteries and sequenced (*n* = 4–5 per group). (**B**) Heatmap illustrating the relative expression values of all genes significantly regulated following E4 treatment (fold change >2 or <0.5 versus control with Benjamini-Hochberg–corrected *P* < 0.05). Hierarchical clustering regroups each sample with its corresponding treatment group. (**C**) GSEA representing the different hallmark pathways regulated by E4. Calculated false discovery rate (FDR) *q* value is given for each term. (**D**) Venn diagram representing the overlap of genes regulated by E2 and E4. (**E**) t-SNE of single-cell RNA sequencing data from carotid arteries of WT mice, organized by cell cluster (23). SMC, smooth muscle cells; Fibro, fibroblasts; Macro, macrophages; EC, endothelial cells. (**F**) Feature plots of E4-regulated genes (left) and E2-regulated genes (right) identified by RNA sequencing.

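Hierarchical clustering (complete linkage, Euclidean distance of scaled log2 CPM) was repeated on the 12 vehicle and E4 libraries. Cut into 2 clusters, the 616 genes regulated by E4 placed 12 of the 12 libraries with their treatment group. These genes were chosen for differing between the groups. With the 1000 most variable genes, chosen without regard to treatment, 7 of the 12 libraries fell with their group, because 1 of the clusters held vehicle replicate C5 alone. That number therefore carries little information on the grouping by treatment.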

**Figure 7:**
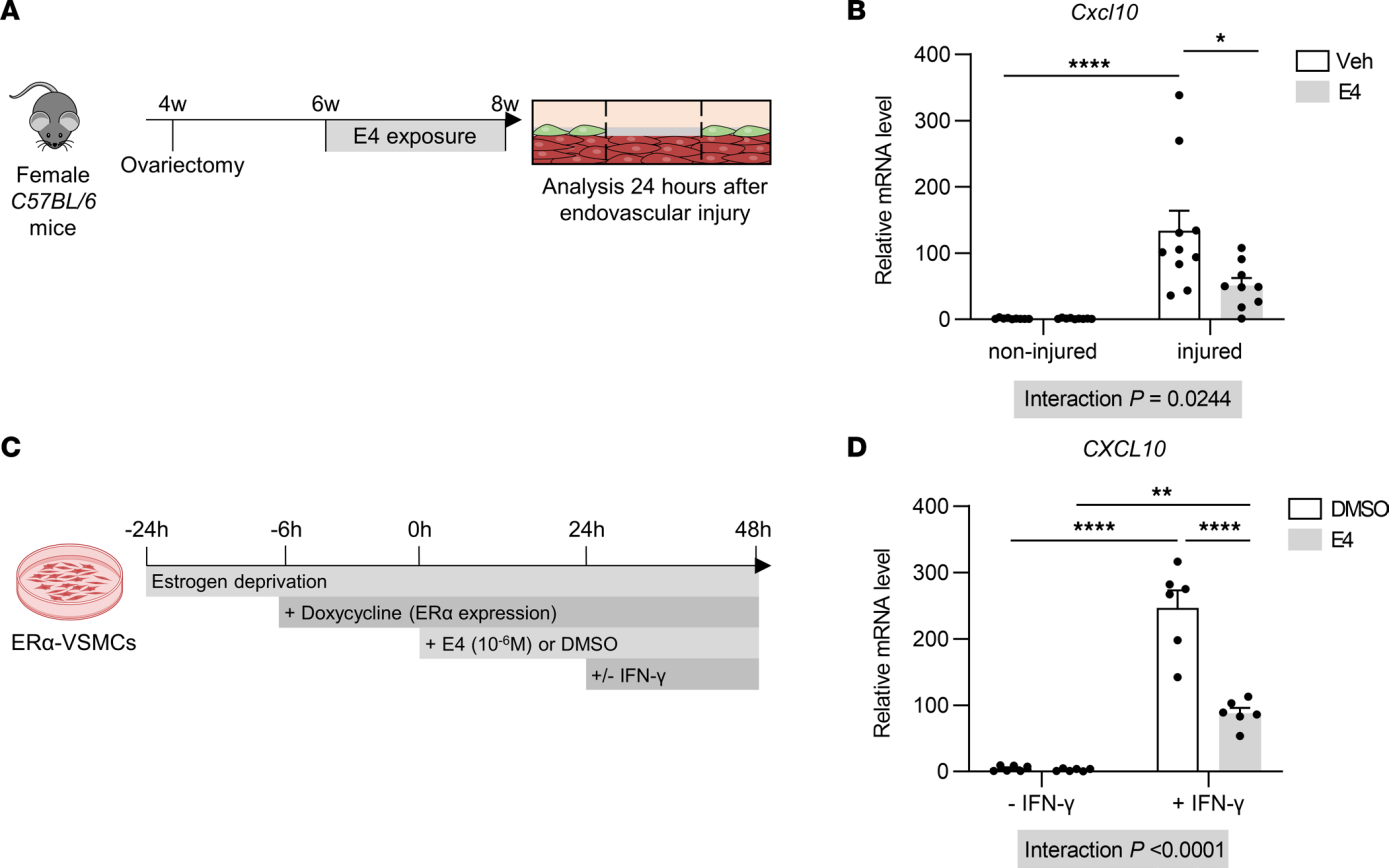
E4 treatment decreases *Cxcl10* mRNA levels in vivo in injured carotid arteries and in vitro in SMCs. (**A**) Four-week-old C57BL/6 female mice were ovariectomized and after 2 weeks of recovery were implanted with vehicle (Veh) or E4 pellets. Two weeks later, mice were subjected to endovascular injury of the carotid artery. RNAs were isolated from injured and contralateral noninjured carotid arteries 24 hours later. (**B**) RT-qPCR analysis of *Cxcl10* mRNA in noninjured and injured carotid arteries (*n* = 9–10 per group). (**C**) Stably transduced vascular SMCs expressing full-length ERα (ERα-VSMCs) were serum starved for 24 hours and then pretreated with DMSO or E4 (1 × 10^–6^ M) for 24 hours before IFN-γ stimulation. (**D**) RT-qPCR analysis of *CXCL10* mRNA in ERα-VSMCs (*n* = 6 per group from 2 independent experiments). Results are expressed as mean ± SEM. Two-way ANOVA was performed to test the effect of the different treatments. *P < 0.05, **P < 0.01, ****P < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

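Uninjured carotid arteries of ovariectomized mice treated with vehicle, E2 or E4 were compared, with 6 libraries per group. The series also holds 6 libraries of tamoxifen-treated mice, which enter only where stated. The paper's text does not name the aligner, the counting tool, the genome build or the test. The authors trimmed adapters and low-quality ends with Trim Galore!, and the names of the tables attribute the rest to Bowtie2 and featureCounts. The authors deposited estimated counts per gene, 1 table per library, without normalization. Each table lists 55421 Ensembl genes, of which 55154 have an identifier in GENCODE mouse release 21, and names and coordinates come from that annotation. Values with decimals were rounded to whole numbers. Overlapping genes can share reads, and the strand setting is not stated.

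Counts were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, edgeR's default filter on low counts and Benjamini-Hochberg adjustment. Vehicle, E2 and E4 libraries entered a single fit without covariates. A gene was called regulated at an adjusted p-value under 0.05 and an absolute log2 fold change over 1, as the paper states. Standard errors were derived from the test's F statistic. Tamoxifen was tested in a fit of all 24 libraries. Gene lists written before the data were examined were tested with camera in limma 3.58.1, with the correlation between genes preset at 0.01. Where the genes of a list vary together more than this, its p-values are too small. Figures, exact tests and permutation tests were computed in Python 3.11.15 with scipy 1.17.1. On simulated counts for 24669 genes, of which 200 were changed, the procedure called 97% of the changed genes and 2 unchanged genes, and it called 0 genes in an unchanged contrast. The simulated changes all exceeded 1.277, the median absolute log2 fold change of the genes called for E4. Counts were drawn independently, without the differences in tissue markers seen between the real libraries, so these rates may not hold for the real data. Library totals ranged from 24647246 to 64221401, with a median of 45156106, and 3 counts were taken as the smallest detectable amount.

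The genes named were fixed by a rule set before the data were examined. For each comparison it takes the 3 highest and 3 lowest fold changes among called genes with non-overlapping groups and a mean of at least 1 CPM, then the 3 shared genes with the largest smaller change, and always Esr1, Pgr, Greb1, Cxcl10 and Ppbp. Called genes of the estrogen and angiogenesis lists are named with their direction. With E2 against vehicle these were Stc1, Greb1 and Pgr (higher, log2 fold changes 3.875, 2.41 and 1.12) and Slc27a2 (lower, -1.70). In E4 against E2, Greb1, Myb, Stc1 and Pf4 were lower and Slc27a2 was higher. For E2 against vehicle the rule also took Cyp2f2, whose exons overlap another gene (-3.41), and Mup12 (5.61). Alternatives covered the test (DESeq2 1.42.0), the scaling, the filter, the libraries in the fit, the number series, subsets of libraries, the thresholds, marker lists as covariates and offsets for GC content and gene length. The hallmark gene sets and single-cell data were not used here.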

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

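The tests of the ganglion marker list were chosen after the low libraries had been seen. In 9 of 90 groups of 6 libraries, 1 library stood far from the others, measured by its gap to the nearest library as a share of the group's range, and chance gives 4.5 such groups.

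In the sympathetic ganglion list, vehicle C5 had a mean log2 CPM of 1.11 against 7.08 to 8.13 in the other vehicle libraries (gap 0.851 of the range), and tamoxifen C35 had 3.82 against 7.99 to 8.51 (gap 0.889). A candidate explanation is a differing amount of ganglion tissue dissected with the artery. With the list mean as a covariate, 51.1% of the genes regulated by E4 were still called, which neither attributes the calls to ganglion tissue nor excludes it. No biological explanation was tested.

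The macrophage list mean was 5.16 in vehicle C5 against 4.60 to 4.75 in the other vehicle libraries (gap 0.719). The estrogen response list mean was 3.95 in E2 C8 against 4.06 to 4.11 (gap 0.675), and 3.67 in tamoxifen C35 against 4.04 to 4.13 (gap 0.802). Causes of these were not tested.

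The total count of E4 C38 was 24647246 against 37505055 to 44224858 in the other E4 libraries (gap 0.657). With every library thinned to the smallest total, 545 genes were regulated by E4, 452 of them among the 616, so lower depth does not account for the number.

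Among single genes, Alox15 was at 3.74 CPM in E2 C6 against 0.431 to 0.882 in the other E2 libraries (gap 0.863), and Gm12248 at 2.04 in E4 C39 against 0.926 to 1.24 (gap 0.721). Oxct2b had 1 count in vehicle C24 and 0 in the other vehicle libraries (gap 1), all under the detection limit. Causes were not tested.

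Tamoxifen, whose RNA sequencing libraries the paper's text does not mention, changed 79 genes against vehicle, 30 with higher and 49 with lower expression. Of these, 45 were also regulated by E4 and 22 by E2, all in the same direction as with that estrogen, and 32 by neither. The groups share the vehicle libraries. The real grouping was 1 of 100 splits with as many genes. The number was 17 with only these 2 groups in the fit, so it depends on which libraries are in the fit.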

How the results depend on the processing

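Alternatives were set before the data were examined, except the ganglion covariate, the protein-coding genes, the genes with no overlapping exons and the offsets for GC content and gene length, which were chosen after seeing the data. The numbers with DESeq2, other size factors, no filter on low counts, only 2 groups, all 24 libraries or the number series as a covariate stayed within 1.5 times those of the design for E4 (526 to 676 genes), E2 (274 to 363), the direct comparison (483 to 645) and both (108 to 139, 15.3% to 16.6%). Except where stated, the causes of the changes below were not tested.

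With at least 10 counts in every library, which also removes genes near 0 in a single group, the numbers were 314 for E4, 192 for E2, 328 for the direct comparison and 65 for both. With the first number series alone they were 230 for E4, 141 for E2 and 47 for both. With the second they were 80, 171 and 57 (29.38% shared), and 0 in the direct comparison, where 2672 genes had an unadjusted p under 0.05. No gene's effect differed between the series at an adjusted p under 0.05, and 1303 (E4) and 775 (E2) did at an unadjusted p under 0.05. With so few libraries per group in each series, this test could miss real differences, and unadjusted p-values this low also arise by chance. It therefore shows neither agreement nor difference between the series. Without a fold-change threshold the numbers were 5348, 956, 2690 and 468 (8.02%), and 11 of the 468 changed in opposite directions. At an adjusted p under 0.01 they were 284 for E4 and 268 for the direct comparison, with 21.72% shared.

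With a marker list mean as a covariate, the numbers for E4 and the direct comparison were 260 and 179 (T cell, 24.34% shared), 39 and 156 (B cell, 36 in both, 11.54%) and 393 and 278 (adipocyte, 20.46%). The thyroid and parathyroid list gave 270 in the direct comparison and 18.58%. The B cell list left 38 of the 616 genes called. The ganglion list gave 391 for E4, 315 of them among the 616. It gave 393 for E2, against 302 without a covariate, so with the ganglion list E4 no longer had more genes than E2. Protein-coding genes gave 379 for E4 and 20.42%. Offsets from bins of GC content and gene length gave 499 for E4, 455 of them among the 616, and 17.62%.

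Over the 90 choices of 4 vehicle and 5 treated libraries, E4 gave 91 to 878 genes (median 438.5) and E2 142 to 349 (median 191.5). Over every pairing of a choice of 5 E4 with a choice of 5 E2 libraries against the same 4 vehicle libraries, both gave as few as 38 genes, and the percent ran from 8.74 to 24.6. Across the 18 fits that each left out a library, E4 gave 393 to 776 genes, the direct comparison 347 to 749, and the percent was 14.68 to 20.25. E2 (268 to 359) and both (113 to 144) stayed within 1.5 times.

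Tamoxifen gave 17 genes with only 2 groups in the fit and 140 with DESeq2. By camera in the fit without covariates, the estrogen response list was higher with E2 (adjusted p = 0.0249) and the B cell list was lower (adjusted p = 0.00149). With fry in place of camera, the adjusted p was 0.107 for the estrogen response list with E2 and 0.314 for the B cell list with E2. The B cell list ranged from 0.00136 to 0.314 over the alternatives. With the ganglion covariate the adjusted p was 0.0774 for the estrogen response list with E2. Over the alternatives that list ranged from 0.0266 to 0.107. The estrogen response list with E4 and the angiogenesis list with E4 stayed above 0.05 throughout. With E4, the fibroblast and T cell lists were lower by camera (adjusted p = 0.000149 and 0.00595). Neither was resolved by fry (adjusted p = 0.0805 and 0.153).

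Of 315 values of named genes under alternatives, 285 kept direction and call, 20 lost the call and 10 changed sign, all 10 in genes not called for that estrogen. The second number series gave -0.0833 for Cxcl10 with E4, -0.0301 for Pgr with E4 and -0.59 for Ppbp with E2. The first gave -0.20 for Padi4 with E4 and 0.19 for Slc27a2 with E4. The ganglion covariate gave -0.0894 for Cxcl10 with E4 and 0.53 for Slc27a2 with E4, which was also at 0.0042 with DESeq2, 0.0057 with other size factors and 0.0228 with the series as a covariate.

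With sets of 3 libraries per group, E4 shared a median of 0% of calls with itself, because the set that held vehicle C5 called no gene for E4 in any of the 25 draws. The sets without it called 19 to 758. That percent is therefore no measure of how alike 2 E4 sets are. No paired analysis was possible because the groups share no replicate numbers.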

Differences from the paper's values

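E4 regulated 616 genes against vehicle, and the paper reports 306. Among the alternatives set before the data were examined, those within 1.5 times the paper's number were at least 10 counts in every library (314), the first number series alone (230), leaving out vehicle replicate C3 (393) or E4 replicate C20 (436), an adjusted p under 0.01 (284), the T cell list (260) or the adipocyte list (393) as a covariate, and the median over the choices of 4 vehicle and 5 treated libraries (438.5, with a range of 91 to 878). The others were not. Of the alternatives chosen after seeing the data, the ganglion covariate (391), protein-coding genes (379) and genes with no overlapping exons (433) also came within 1.5 times.

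Both estrogens regulated 125 genes, and the paper shows about 71 in Fig. 6D, read by eye. The alternatives within 1.5 times were at least 10 counts in every library (65), the second number series alone (57), an adjusted p under 0.01 (91) and the median over every pairing of a choice of 5 E4 with a choice of 5 E2 libraries against the same 4 vehicle libraries (86). The others were not. Of those chosen after seeing the data, genes with no overlapping exons gave 103 and protein-coding genes 106, also within 1.5 times.

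E4 alone regulated 491 genes, and the paper shows about 240 in Fig. 6D, read by eye. The alternatives within 1.5 times were at least 10 counts in every library (249), the first number series alone (183), leaving out vehicle replicate C3 (280), E4 replicate C19 (360) or E4 replicate C20 (316), an adjusted p under 0.01 (193), the adipocyte list as a covariate (269) and the median over the same pairings (356.5). The others were not. Of those chosen after seeing the data, the ganglion covariate (270), protein-coding genes (273) and genes with no overlapping exons (330) also came within 1.5 times.

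The paper reports a significant association of the angiogenesis hallmark with E4. The angiogenesis list used here had a median log2 fold change of -0.20 with an adjusted p of 0.128 by camera. The paper reports the early and late estrogen response hallmarks with E4, and the estrogen response list used here had an adjusted p of 0.083 by camera.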

Other observations

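The sympathetic ganglion, lymph node, hemoglobin, glucocorticoid and clock lists, the covariates of random genes, the correction for GC content and length, the fits without vehicle C5 for the macrophage list, the correlations between sets of 3 libraries and their adjustment, and the distances of vehicle C5 were chosen after the data had been seen.

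The real grouping was 1 of 100 splits of the libraries with as many regulated genes for E4, likewise 1 of 100 for E2 and 1 of 100 for the direct comparison. Of the other checks on the E4 genes, the share with exons overlapping another gene was 0.784 times that among tested genes, so shared reads of overlapping genes do not account for them. Across tested genes, which are not independent replicates, the log2 fold change with E4 had a Spearman rho of 0.145 with exonic length and 0.246 with GC content. With each library corrected by offsets from bins of GC content and length, which lowered these to 0.011 for length and 0.044 for GC content, 73.9% of the 616 genes were still called. That percent lies between the limits set before the correction was run, so it does not decide how far such a bias contributes to the calls. With the B cell list as a covariate 6.2% of the 616 genes were still called, 38 genes. Covariates of 12 random genes regulated and lowered by E4 left 1 to 35 called, as few in 20 of 20 draws, but treatment explained a median of 81.3% of their variance against 53.7% for the B cell list, so they had to follow the treatment and decide nothing. In 20 further draws, 12 random tested genes with a lower mean with E4 were matched to the B cell list in the variance explained between E4 and vehicle (median 60% against 58.8%). They left 27 to 167 of the 616 genes called (median 64.5), as few as the B cell list in 3 of 20 draws and more in the others. A covariate that follows the treatment this closely can therefore remove as many calls without being about B cells, although most did not, and the test does not separate cell content from treatment, which can itself lower B cells.

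The first principal component held 64.1% of the variance of the 24 libraries and followed the ganglion list mean (Pearson r = -0.986, Spearman rho = -0.992, permutation p = 1e-05 for each, the smallest 100000 permutations give, adjusted p = 2e-05 over 2 relations). It was -0.995 without the 2 farthest libraries and -0.984 and -0.997 within the number series. Treatment explained 16.3% of this component. The list mean was 1.74 higher in E4 than in vehicle libraries (exact permutation test, two-sided, p = 0.00649, adjusted p = 0.013 over 6 comparisons; 5 of 6 E4 libraries above all vehicle libraries). The difference was 2.48 in the first number series, which holds vehicle C5, and 0.405 in the second. Without vehicle C5 the vehicle mean was 7.716, against 8.355 with E4, so much of the difference rests on vehicle C5. Dissection or treatment may set the difference, and the covariate fit, in which 51.1% of E4 genes were still called, does not separate them.

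The effect of vehicle C5 on the E4 number depended on the fit. In separate fits of 3 libraries against 3, E4 called 0 genes in each of the 25 sets with vehicle C5, and E2 called a median of 28. In the fits of all 18 libraries, which share the estimate of the spread, E4 against 3 vehicle libraries called 289 to 1590 genes in the 10 arrangements with vehicle C5 and 155 to 529 in the 10 without it. Leaving out vehicle C5 gave 508 genes, closer to 616 than leaving out vehicle C3 did (393). The planned measure, the percent of calls shared by 2 E4 sets (median 0), was fixed by those empty sets and shows nothing about E4. For E2, with no empty set, the median was 14.4%, against 4.12% between E4 and E2, and the latter is lowered by the same empty sets. Without a threshold, log2 fold changes across genes correlated at a median of 0.662 between E4 sets, 0.495 between E2 sets and 0.27 between E4 and E2 sets. On log2 counts, the correlation between E4 sets was 2.32 times that between E4 and E2, and 1.71 times with the ganglion list mean regressed out with either of 2 slopes, so the excess fell with the adjustment. Between E2 sets it was 1.34 times before and 1.70 or 1.73 times after. The excess left is consistent with effects of E4 and E2 that differ beyond thresholds, as a hypothesis; length and GC bias were not tested for these correlations. Whether low ganglion content explains the empty sets with vehicle C5 could not be settled. With a slope from the 18 libraries, which vehicle C5 itself largely sets, its distance to the other vehicle libraries fell from 1.17 to 0.147, the smallest of the 6. With a slope from the 23 other libraries, chosen after the first result was seen, it stayed the largest, at 0.815.

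Macrophage marker genes were higher with E2 than with vehicle, with a list mean of 5.56 ± 0.195 against 4.77 ± 0.196 (SD, n = 6 each; exact permutation test, two-sided, p = 0.00216, the smallest possible, adjusted p = 0.013), in 6 of 6 mice, by 0.904 and 0.694 in the number series. With E4 it was 4.57 ± 0.301, a difference from vehicle that was not resolved (SD, n = 6; exact permutation test, two-sided, p = 0.19, adjusted p = 0.19), although 3 of 6 E4 libraries lay below all vehicle libraries. Compared directly, the list was lower with E4 than with E2 (median log2 fold change -1.085, camera in limma, adjusted p = 9.5e-29). That p-value rests on the preset correlation between genes and can be far too small for markers of a single cell type. For E2 against vehicle, the adjusted p of this list was 7.45e-26 by camera and 0.000496 by fry. The direct comparison was not tested with fry. Of its 17 genes, 12 were called lower in that comparison. The median log2 fold change with E2 kept 109.8% of its value with the ganglion covariate and 108.7% with the B cell covariate. The ganglion list mean was higher with E2 than with vehicle (7.56 against 6.62), which rests on vehicle C5. Without vehicle C5 it was lower (7.56 against 7.72), and the fold change kept 94.6% with the ganglion covariate and 104% with the B cell covariate. The fit without vehicle C5 therefore does not attribute it to ganglion tissue. The B cell list mean was lower with E2 than with vehicle with or without vehicle C5, so the B cell covariate says little about it. Blood and other cell sources were not tested. The paper's cell-type claim rests on single-cell data not used here. Cxcl10 had log2 fold changes of 0.01 with E4 and 0.20 with E2, neither past the thresholds. Ppbp had -1.39 with E4 (adjusted p = 0.0237 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.24 with E2. For Ppbp with E4, the ganglion covariate gave -1.16 and the first number series -0.70, without a call. Ppbp is in the blood marker list, whose median log2 fold change with E4 was -0.823 (camera in limma, adjusted p = 0.0503). Blood left in the artery may therefore contribute, which was not tested for this gene. The paper's RT-qPCR found lower Cxcl10 and unchanged Ppbp with E4 in injured arteries. The arteries here were uninjured, so these values do not bear on that result.

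B cell marker genes were lower with E4, with a list mean of -0.225 ± 0.441 against 1.30 ± 0.883 with vehicle (SD, n = 6 each; exact permutation test, two-sided, p = 0.00649, adjusted p = 0.013; 4 of 6 E4 libraries below all vehicle libraries; -1.40 and -1.73 in the number series), and 10 of 12 genes were called. With the hemoglobin covariate the median log2 fold change kept 73% of its value, so blood left in the artery may contribute. Lymph node tissue could not be tested, because 2 of the 6 stroma genes passed the count filter; the list means had a Spearman rho of 0.213 (permutation p = 0.315, adjusted p = 0.315) and a Pearson r of 0.143 (permutation p = 0.506, adjusted p = 0.506), 0.13 without the 2 farthest libraries and 0.118 and 0.174 within the number series.

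Zbtb16, Ddit4, Depp1 and Hif3a were seen among the E4 results and led to a list of 16 other glucocorticoid-responsive genes, from which they were left out. Of these, 6 had higher and 1 had lower expression with E4 at an adjusted p under 0.05. The list was higher with E4 (camera p = 6.01e-05, median log2 fold change 0.47; 4 of 6 E4 libraries above all vehicle libraries, exact permutation test p = 0.0216, adjusted p = 0.0324; differences 0.607 and 0.236 in the number series). Its mean was 5.96 ± 0.219 with E4, 5.94 ± 0.323 with tamoxifen, 5.63 ± 0.177 with E2 and 5.49 ± 0.341 with vehicle (SD, n = 6 each). The median log2 fold change of the list was 0.15 for E2 against vehicle and 0.49 for E4 against E2. The mean with tamoxifen was thus near that with E4, and the mean with E2 nearer that with vehicle; the difference with tamoxifen was not tested. Of 14 clock genes, 2 had an adjusted p under 0.05, which does not point to time of day. Glucocorticoid action is a candidate explanation, as a hypothesis found and tested on the same data; stress during handling was not tested.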
